# Global Analysis of mRNA Half-Lives and *de novo* Transcription in a Dinoflagellate, *Karenia brevis*

**DOI:** 10.1371/journal.pone.0066347

**Published:** 2013-06-11

**Authors:** Jeanine S. Morey, Frances M. Van Dolah

## Abstract

Dinoflagellates possess many physiological processes that appear to be under post-transcriptional control. However, the extent to which their genes are regulated post-transcriptionally remains unresolved. To gain insight into the roles of differential mRNA stability and *de novo* transcription in dinoflagellates, we biosynthetically labeled RNA with 4-thiouracil to isolate newly transcribed and pre-existing RNA pools in *Karenia brevis*. These isolated fractions were then used for analysis of global mRNA stability and *de novo* transcription by hybridization to a *K. brevis* microarray. Global *K. brevis* mRNA half-lives were calculated from the ratio of newly transcribed to pre-existing RNA for 7086 array features using the online software HALO (Half-life Organizer). Overall, mRNA half-lives were substantially longer than reported in other organisms studied at the global level, ranging from 42 minutes to greater than 144 h, with a median of 33 hours. Consistent with well-documented trends observed in other organisms, housekeeping processes, including energy metabolism and transport, were significantly enriched in the most highly stable messages. Shorter-lived transcripts included a higher proportion of transcriptional regulation, stress response, and other response/regulatory processes. One such family of proteins involved in post-transcriptional regulation in chloroplasts and mitochondria, the pentatricopeptide repeat (PPR) proteins, had dramatically shorter half-lives when compared to the arrayed transcriptome. As transcript abundances for PPR proteins were previously observed to rapidly increase in response to nutrient addition, we queried the newly synthesized RNA pools at 1 and 4 h following nitrate addition to N-depleted cultures. Transcriptome-wide there was little evidence of increases in the rate of *de novo* transcription during the first 4 h, relative to that in N-depleted cells, and no evidence for increased PPR protein transcription. These results lend support to the growing consensus of post-transcriptional control of gene expression in dinoflagellates.

## Introduction

Phytoplankton are essential primary producers, responsible for up to 70% of the world's oxygen production. Dinoflagellates are a major component of both marine and freshwater phytoplankton and, as approximately half are photosynthetic, they are key contributors to the base of aquatic food webs. However, many dinoflagellates also produce potent toxins and are responsible for harmful algal blooms (HABs). As HABs have significant ecological, human health, and economic impacts [1] much recent attention has been focused on their molecular biology to better understand the mechanisms underlying bloom dynamics and toxicity for improved coastal management and forecasting. These unicellular protists have several unusual nuclear traits, including exceptionally large genomes of 3–245×10^6^ kbp [2]. Dinoflagellate genes are often present in tandem arrays and lack recognizable transcription regulatory elements [3]. Tandemly arrayed gene copies appear to be transcribed into polycistronic mRNAs [3], although this has recently been challenged [4] and remains open to debate. All nuclear encoded mRNAs examined possess an identical 5′ trans-spliced spliced leader (SL) sequence [3], [5], [6]. SL *trans*-splicing was first described in the kinetoplastid, *Trypanosoma brucei* [7]. In trypanosomes, messages are transcribed as polycistronic pre-mRNAs that are processed to mature monocistronic messages by the trans-splicing mechanism. Nearly all genes are constitutively transcribed, relying on post-transcriptional control for their regulation [8]. Dinoflagellates also appear to have reduced levels of transcriptional control relative to other eukaryotes (reviewed in [9]). However, the extent to which post-transcriptional control of gene expression occurs in dinoflagellates remains uncertain. Circadian controlled bioluminescence rhythms in *Lingulodinium polyedrum* do not depend upon changes in mRNA levels of luciferin binding protein or luciferase [10], [11] nor do circadian changes in GAPDH [12], peridinin-chlorophyl a-binding protein [13], or superoxide dismutase [14] protein levels. Likewise, in *Karenia brevis* cell cycle genes, typically under transcriptional control in most organisms, appear to be post-transcriptionally regulated [15], [16]. Microarray studies report little evidence of change in transcript abundance of genes associated with acute stress responses [17] or responsive to nitrogen or phosphorus limitation [18]. Using massively parallel signature sequencing (MPSS), Moustafa et al. [19] found 73% of the transcriptome of *Alexandrium tamarense* unchanged under a variety of conditions. A similar magnitude of transcriptome restructuring is found concurrent with the entry into stationary phase in *K. brevis* (29%) [20] and *Alexandrium minutum* (36%) [21]. However, microarray and MPSS cannot determine what mechanism(s) are responsible for the measured changes in transcript abundance.

The steady-state abundance of mRNAs in a cell is determined by their relative rates of transcription and degradation [22], [23]. Thus changes in transcript abundance measured by microarray, high throughput transcriptome sequencing, or qPCR in the studies cited above may reflect perturbations to either of these mechanisms. Surveys of RNA stability in a number of eukaryotes reveal a wide range of RNA half-lives that vary over at least two orders of magnitude [23]. In general RNA half-lives are related to their physiological roles [24], wherein housekeeping genes typically have long RNA half-lives while proteins needed for short durations often have messages with short half-lives. Highly represented among the genes with rapid mRNA turnover are those known to be transcriptionally inducible [25]. Therefore, to gain a better understanding of the processes underlying the regulation of the dinoflagellate transcriptome, this study examines global message stability and *de novo* transcription in *K. brevis* utilizing biosynthetic labeling of newly transcribed RNA.

RNA stability is often determined using transcription inhibitors to block *de novo* transcription and then monitoring the decay of specific messages over time. A disadvantage of this approach is that transcription inhibition has been shown to artificially stabilize many messages, leading to over estimation of RNA half-lives [24], [25], [26]. Pulse-chase experiments can also be used to measure decay rates of individual RNAs following radiolabeling of RNA, but tend to be imprecise for medium- to long-lived messages [27]. An alternative approach is to biosynthetically label newly synthesized RNA with 4-thiouracil or 4-thiouridine, which are readily incorporated and do not impact message stability (reviewed in [28]). Thiol-specific biotinylation, followed by streptavidin-coated magnetic bead separation, enables total RNA to be separated into pools of pre-existing and newly synthesized (thiolated) RNA that are amenable to transcriptome-level downstream applications such as microarrays or RNA-seq [22], [24], [28], [29], [30], [31], [32], [33], [34], [35]. In addition to providing a means to identify transcriptionally activated genes, global RNA half-lives can be determined, capitalizing on the fact that newly synthesized RNA and pre-existing RNA pools sum to the total RNA pool. Under steady state conditions RNA synthesis compensates for RNA decay, consequently *de novo* synthesis rates must be much higher for short-lived transcripts than for stable transcripts. Therefore, RNA half-lives can be calculated from the ratios of either newly synthesized/total RNA, pre-existing RNA/total RNA, or newly synthesized/pre-existing RNA, and the duration of labeling [22], [24], [28], [31]. This approach results in precise and reproducible data independent of the individual mRNA half-lives [22].

In this study we applied biosynthetic nucleotide labeling to characterize global mRNA stability in *K. brevis* and to examine the role of *de novo* transcription in achieving short-term changes in transcript abundances by microarray analysis. Overall, *K. brevis* RNA half-lives were unusually stable, with a median half-life of 33 h, although as in most organisms studied, half-lives ranged over two orders of magnitude, from 42 minutes to greater than 144 h. Consistent with measurements from other organisms, there is a predominance among highly stable messages of genes that are involved in core cellular processes, including energy metabolism and transport. Shorter-lived transcripts include many genes involved in transcriptional regulation, stress response, and other response/regulatory processes. Microarray analysis of newly synthesized RNA following nitrate addition to N-depleted cultures revealed little change in the rate of *de novo* transcription of genes found previously to increase in abundance within 4 h of nitrate addition [18]. These results provide further support for post-transcriptional mechanisms such as differential RNA stability driving changes in gene expression in dinoflagellates.

## Materials and Methods

### *K. brevis* Culture Conditions

Batch cultures of *K. brevis* (Wilson isolate) were maintained in 1 L bottles in *f*/2 medium using 20 µm filtered, autoclaved natural seawater (salinity 36) with the following modifications: ferric sequestrene was substituted for EDTA·Na_2_ and FeCl_3_·6H_2_O and 0.01 mM Na_2_SiO_3_ was added. Nitrogen-limited cultures were adapted to 10 µM nitrate, approximately 1.1% of the nitrate concentration in nutrient replete cultures, by a minimum of six serial log phase transfers prior to experimental treatments. N-depleted cultures were achieved by allowing these cultures to enter stationary phase. Illumination from cool white lights was supplied at approximately 175–215 µmol photons·m^−2^·s^−1^ on a 16∶8 h light∶dark cycle at 25±1°C. All experiments were initiated and cultures harvested during the light phase of the diel cycle.

### Biosynthetic Labeling and Extraction of RNA

To determine if *K. brevis* is amenable to biosynthetic labeling of newly synthesized RNA by 4-thiouracil (4tU, Sigma, St. Louis, MO) or 4-thiouridine (4sU, LKT Laboratories, Inc., St. Paul, MN), cultures were exposed to 0.02, 0.05, or 0.2 mM 4tU (in DMSO) or 0.2, 1, or 2 mM 4sU (in water) for 5 m to 20 h. To determine the half-lives of *K. brevis* mRNAs, one liter log-phase cultures (n = 6) were exposed to 0.2 mM 4tU for 2 h. To determine the transcriptional response to increased nitrate concentrations, sodium nitrate was used to add 155 µM NO_3_ to 6 N-depleted 1 L cultures, as in Morey et al. [18]. 4-thiouracil (0.2 mM) was then added to triplicate cultures for 1 h from 0 h–1 h post N-addition and to triplicate cultures from 3 h–4 h post N-addition. Newly transcribed messages were labeled in parallel by the incorporation of 0.2 mM 4tU for 1 h in triplicate N-depleted cultures. Cultures were harvested by centrifugation at 600× *g* for 10 m and total RNA was extracted using Tri-Reagent (Molecular Research Center, Inc., Cincinnati, OH) according to the manufacturer's protocol with ethanol precipitation. RNA was resuspended in nuclease-free water, treated with Promega's (Madison, WI) RQ1 RNase-free DNase, and further purified using an RNeasy mini column according to manufacturer's protocol (Qiagen, Valencia, CA). RNA was then quantified using a NanoDrop ND-1000 (Wilmington, DE) and qualified on an Agilent 2100 Bioanalyzer (Santa Clara, CA).

### Biotinylation, Detection, and Fractionation of RNA

Total RNA was biotinylated according to the methods of Dölken et al. [22] with minor modifications, using Pierce EZ-Link Biotin-HPDP (Rockford, IL) for 3 h at 60°C in the dark with rotation. Two microliters of 1 mg·mL^−1^ Biotin-HPDP in DMF were added to the labeling reaction per 1 µg of RNA. The labeling was carried out in 10 mM Tris (pH 7.4) and 1 mM EDTA in a final volume 5X that of the Biotin-HPDP in the reaction. RNA was then precipitated by the addition of 1/10 the reaction volume of 5 M NaCl and 1.1 volumes of isopropanol and centrifugation at 20,000× *g* for 20 m at room temperature. The pellet was washed in 75% EtOH, centrifuged at 20,000× *g* for 5 m at room temperature, resuspended in nuclease-free water, and quantified and qualified as described previously.

To determine how quickly 4tU is incorporated into *K. brevis* RNA, total RNA was biotinylated, heat denatured, centrifuged at 20,000× *g* for 1 m to remove free biotin, and bound to positively charged nylon membrane (Roche, Indianapolis, IN) with alkaline binding buffer (10 mM NaOH, 1 mM EDTA) using a slot blot apparatus [22]. The membrane was blocked with PBS, pH 7.5, 10% SDS, 1 mM EDTA for 30 m at room temperature and probed with Pierce High Sensitivity Streptavidin – HRP at 1∶1000 in blocking buffer for 15 m at room temperature. The blot was washed 2×10 m each in PBS, pH 7.5 containing decreasing amounts of SDS (10%, 1%, 0.1%) and detected using Pierce SuperSignal West Pico Chemiluminescent Substrate.

Following biotinylation, total RNA was fractionated into two pools, newly synthesized thiolated RNA and pre-existing non-thiolated RNA using Dynabeads MyOne Streptavidin C1 magnetic beads (Life Technologies, Grand Island, NY). One microliter of beads was used per 160 ng of RNA and manufacturer's protocols were followed for immobilization of nucleic acids with the addition of 0.1% Tween 20 to the binding and washing buffer (BWT). Following immobilization, the supernatant containing unlabeled RNA was saved and, following isopropanol precipitation, constituted the pre-existing RNA fraction. The beads were then washed three times in 3X the original volume of beads with 1X BWT at 65°C, followed by 3 washes at room temperature and a final wash with 1∶10 1X BWT at room temp. Biotinylated RNA was released from the beads by adding 1X volume of 5% β-mercaptoethanol and incubating 5 m at room temperature with rotation. The supernatant was saved and another 1X volume of 5% β-mercaptoethanol was added to the beads and incubated at 60°C for 10 m with occasional mixing. This supernatant was added to the previous elution and, following isopropanol precipitation, constituted the newly synthesized RNA fraction.

### Microarray Analysis

A *K. brevis* oligonucleotide microarray containing 10,263 unique 60-mer gene probes [36], [37] was used for these studies, employing a one-color protocol. For half-life studies total, newly synthesized, and pre-existing RNA pools were labeled. For the nitrate addition study only the newly synthesized RNA was labeled. Based on bioanalyzer profiles, total and pre-existing RNA pools were treated as total RNA samples, whereas newly synthesized RNA pools were treated as mRNA samples, as described in Dölken et al. [22]. Agilent's Low Input Quick Amp Labeling Kit was used to amplify and label total RNA (100 ng) or mRNA (25 ng) with Cy3 dye. The amplified labeled RNA was quantified using a NanoDrop ND-1000 and 480 ng of Cy3 labeled targets were hybridized to the array for 17 h at 60°C. After hybridization, arrays were washed according to the manufacturer's protocol and imaged using an Agilent microarray scanner. Images were extracted with Agilent Feature Extraction version 9.5.3.1 using a rank consistency filter and a combination linear and LOWESS normalization algorithm.

Half-Life Calculation: Normalized data for each biological replicate of total, pre-existing, or newly synthesized RNA were uploaded to the freely available software HALO (Half-life Organizer, www.bio.ifi.lmu.de/software/HALO) [31]. Data were filtered, where a Feature Extraction p≤0.0001 was required in all data sets (n = 18) for inclusion of a probe in further analyses to assure only high quality data was utilized. Since newly transcribed and pre-existing RNA should sum up to total RNA, a negative linear correlation should exist between the newly transcribed/total and pre-existing/total RNA ratios. Data was therefore normalized by linear regression in HALO. This normalization step is necessary because the amount of template RNA differs between the three different RNA pools, therefore standard microarray normalization methods which assume equal overall intensities are insufficient [31]. A probe quality score (PQS) assessing the distance of each feature from the regression line was then calculated for each feature, Features with PQSs greater than 1 were filtered out and normalization, PQS calculation, and data filtering were repeated [31]. Half-lives were then calculated for each regression-normalized feature using newly synthesized/pre-existing RNA as well as newly synthesized/total RNA and pre-existing/total RNA. The minimum half-life was set at 1 m and the maximum established empirically at 8640 m, a time at which less than 1.5% of features exceeded the maximum.

Transcriptional Response to Nitrate: Following feature extraction, microarray data were analyzed with Rosetta Resolver version 7.2 gene expression analysis system (Rosetta Biosoftware, Cambridge, MA). Based on the Rosetta error model designed for the Agilent platform, a composite array was generated for newly-synthesized RNA at each time point following N-addition (1 and 4 h) from triplicate arrays (representing three biological replicates), in which the data for each feature underwent a normalization, intensity averaging, and error estimation based on data from the replicate arrays making up the composite [38]. The composite arrays were then used to build ratios at each time point, relative to newly transcribed RNA over a 1 h period in the N-depleted cultures.

Blast2GO Annotation: Blast2GO [39], [40] was used to partially automate annotation, assign gene ontology (GO) terms, and test for enrichment. Additional annotation was carried out using the Yeast GO slim application. Fisher's exact enrichment tests were carried out on GO terms for annotated features relative to all features on the microarray in Blast2GO.

### RNA Stability Following Transcription Inhibition

Tube cultures (25 mL) of *K. brevis* were grown to mid-log phase under standard culture conditions (described above). Triplicate tubes were then treated with either 2 µg·mL^−1^ actinomycin D or DMSO carrier for 12, 24 or 48 h. Total RNA was harvested at each time point as described above, quantified using a NanoDrop ND-1000 (Wilmington, DE) and duplicate reverse transcription reactions were carried out using 100 ng total RNA with an oligo(dT) primer using Ambion's RETROscript Kit (Austin, TX). Primer pairs specific for the contig of interest were designed (Table S1) for qPCR on an ABI 7500 using the ABI Power SYBR Green master mix (Applied Biosystems, Foster City, CA). The optimal annealing temperature for each primer set was determined prior to the analysis of experimental samples. The efficiency of each primer set was determined using a standard curve of cDNA from *K. brevis*. The specificity of each primer set and size of the amplicon were verified by analysis with an Agilent Bioanalyzer 2100 and further confirmed by melt curve analysis. A cycle threshold (C_t_) was assigned at the beginning of the logarithmic phase of PCR amplification and the difference in the C_t_ values of the actinomycin D treated and carrier control samples were used to determine the relative expression of the gene in each time point.

## Results and Discussion

### *K. brevis* readily incorporates 4-thiouracil into RNA

Methods for labeling and purifying newly synthesized RNA amenable to high-throughput downstream analyses have been employed in a variety of eukaryotes using either 4-thiouracil (4tU) or 4-thiouridine (4sU) [22], [24], [28], [29], [30], [31], [32], [33], [34], [35]. Incorporation of 4tU requires the activity of uracil phosphoribosyltransferase (UPRT), a key enzyme in the pyrimidine salvage pathway for recycling uracil to uridine monophosphate (UMP). In contrast, 4sU is incorporated by uridine kinase (UK), which recycles uridine by phosphorylation to form UMP. Both UK and UPRT are widely found in prokaryotes and eukaryotes. However, in many eukaryotes, UK has higher activity than UPRT leading to more efficient salvage of uridine rather than uracil [41]. To date, only *Toxoplasma gondii* and yeast have demonstrated the ability to utilize 4tU as a substrate for RNA synthesis [28], [29], [30]. Because we had no *a priori* knowledge of the pyrimidine salvage pathway in the dinoflagellate, we first assessed the ability *of K. brevis* to incorporate 4tU and/or 4sU into newly synthesized RNA. Cultures of *K. brevis* were exposed to increasing concentrations of 4tU (0.02, 0.05, or 0.2 mM) or 4sU (0.2, 1.0, or 2.0 mM) over a range of times (5 m to 20 h). These concentrations have previously been shown to yield measurable incorporation into RNA by *T. gondii* (4tU) [30] and a variety of eukaryotic cell types (4sU) [22]. Following thiol-specific biotinylation, the incorporation of thiolated nucleotides into mRNA was measured by transferring total RNA to nylon membranes using a slot blot and detecting biotinylated RNA with streptavidin-HRP. We observed incorporation of 0.2 mM 4tU, but not 4sU (Figure 1a). Incorporation of a 10-fold higher concentration of 4sU was still undetectable, even after 20 h (data not shown). Measurable 4tU was incorporated into *K. brevis* mRNA in as little as 5 minutes (Figure 1b). The *K. brevis* transcriptome contains a putative UPRT gene (KbUPRT1, Genebank Accession No. KC862324) with highest homology to UPRT in *Aureococcus* (BLASTx e-value  = 1E-67), as well as a gene encoding a dual domain UK-UPRT protein (KbUK-UPRT1, Genebank Accession No. KC862325) with highest homology to *Arabidopsis thaliana* (BLASTx e-value  = 1E-174). UK-UPRT fusion genes encoding bifunctional proteins with both UK and UPRT activities are found across eukaryotic the tree of life, but are notably absent from the nearest neighbors to dinoflagellates, the apicomplexans, except for *Cryptosporidium parvum*, and have not previously been identified in dinoflagellates [42]. Based on the incorporation of 4tU and the presence of UPRT genes in the *K. brevis* transcriptome, it appears that *K. brevis* contains a pyrimidine salvage pathway that utilizes UPRT activity.

**Figure 1:**
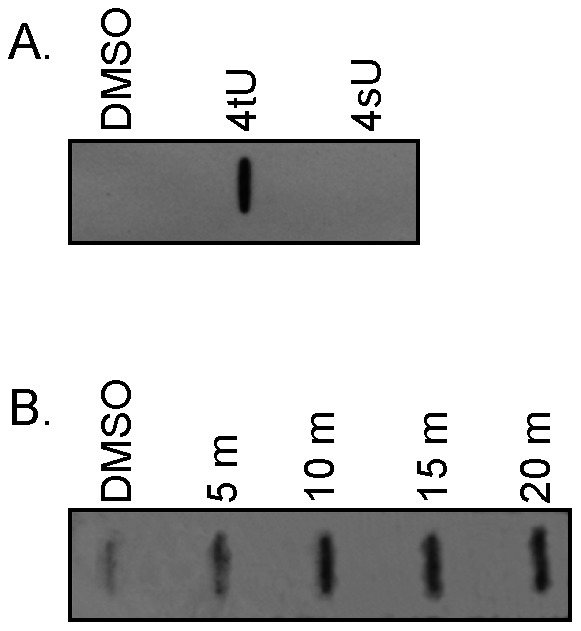
Incorporation of 4sU and 4tU into *K.* *brevis* RNA. **A.** Slot blots of biotinylated total RNA (1 µg) show that *K. brevis* specifically incorporates 0.2 mM 4-thiouracil (4tU), but not 0.2 mM 4-thiouridine (4sU), during a 20 h exposure. **B.** Following exposure to 0.2 mM 4tU, incorporation into RNA is detected in as little as 5 minutes (10 µg RNA loaded per slot). A representative blot is shown from multiple studies. An equal amount total RNA from cells treated with DMSO (carrier), processed similarly, served as a negative control to measure non-specific binding of biotin. Detection was with streptavidin-HRP.

When the newly synthesized RNA was separated from pre-existing RNA by thiol-specific biotinylation, we observed expected bioanalyzer profiles (Figure 2a), wherein early time points contained only mRNAs, visible as a broad peak increasing with time. Longer labeling (12 h) showed evidence of rRNA, visible as two small peaks at approximately 41 and 44 s, which is generally synthesized at a slower rate than mRNA [34]. Pre-existing RNA profiles (Figure 2b) looked similar to typical *K. brevis* total RNA profiles with prominent ribosomal peaks at approximately 41 and 44 s and numerous smaller RNAs visible. Both newly synthesized and pre-existing fractions of *K. brevis* RNA were of high quality and amenable to downstream applications such as microarray and qPCR.

**Figure 2:**
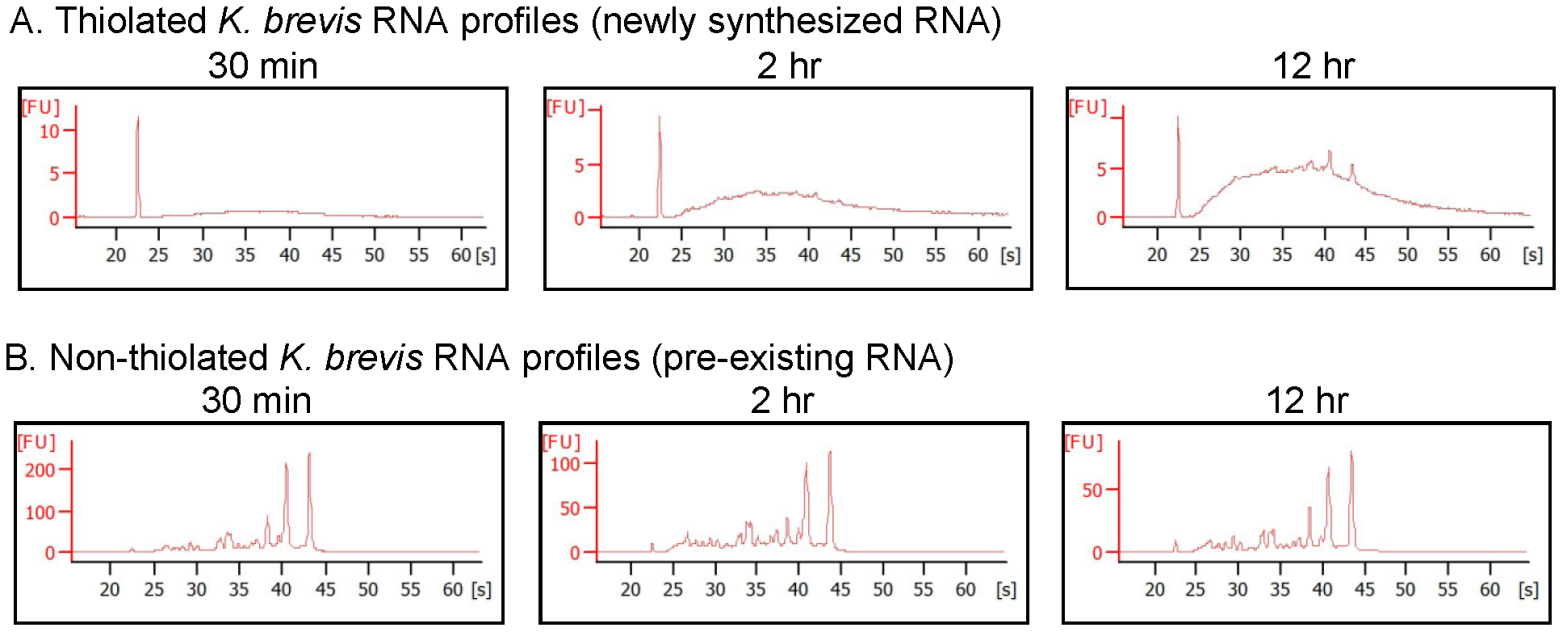
Representative bioanalyzer profiles of pre-existing and newly synthesized RNA fractions. **A**. Following 4-thiouracil (4tU) incorporation, biotinylation, and streptavidin-magnetic bead purification, newly synthesized RNA fractions are comparable to purified mRNA samples from *K. brevis*. With increasing labeling time, synthesis of ribosomal RNA becomes discernible, with peaks at approximately 41 and 44 s. The peak at 23 s is the manufacturer supplied internal marker (visually absent in B because of differences in the Y-axis scale). **B**. Bioanalyzer profiles of pre-existing RNA are similar to typical *K. brevis* total RNA profiles with dominant ribosomal peaks at approximately 41 and 44 s.

### Global analysis of *K. brevis* mRNA reveals unusually stable half-lives

To establish the global distribution of RNA half-lives in *K. brevis*, we utilized the method of Dölken et al. [22] as modified by Friedel and Dölken [28]. Six liters of *K. brevis* were labeled with 4tU for 2 h and total RNA was biotinylated and separated into 3 fractions: total RNA, pre-existing RNA, and newly synthesized RNA. 

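The data comprised 18 one-color arrays, 3 for each of 6 log-phase cultures of K. brevis, a marine dinoflagellate. Cells were exposed to 0.2 mM 4tU for 2 h, so that RNA made in that time carried a thiol group. After biotinylation of the thiol groups, streptavidin beads held the newly synthesized RNA, and the RNA left in the supernatant was the pre-existing RNA. Total RNA was the material before separation. The 3 pools of one culture share a culture number, and each pool is represented by 6 arrays. The paper gives the illumination as 175 to 215 µmol photons per square meter and second, and the sample labels give 150. According to the methods, 100 ng of total or pre-existing RNA or 25 ng of newly synthesized RNA was amplified and 480 ng of Cy3 target was hybridized to each array.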

Each fraction from each replicate was Cy3 labeled and hybridized to an Agilent custom microarray for *K. brevis* containing 10,263 unique 60-mer gene probes. This data has been deposited in the Gene Expression Omnibus (GEO) as accession # GSE46174. 

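Each array gave one value for each of 10263 gene probes and for 536 control spots. The deposited values were intensities that the authors' Feature Extraction software had corrected for background, without scaling between arrays. The 75th percentile of the processed signal was 1220 to 2370 on the total RNA arrays (median 2095, n = 6), 1060 to 1920 on the pre-existing RNA arrays (median 1455, n = 6) and 351 to 958 on the newly synthesized RNA arrays (median 561, n = 6). No gene probe was saturated on any array. Between 8302 and 9968 probes were well above background on the total RNA arrays, 7646 to 9932 on the pre-existing RNA arrays and 8574 to 9999 on the newly synthesized RNA arrays. The arrays were on 5 slides, each scanned on a day of its own. Cultures 1 to 3 were on 2 slides and cultures 4 to 6 on the other 3, scanned in different months, and these are called session 1 and session 2. On the newly synthesized RNA arrays the mean 75th percentile was 374 in session 1 and 876 in session 2, and the ranges, 351 to 397 and 725 to 958, did not overlap. Here the arithmetic mean of the processed signal over the 6 arrays of each pool was taken for each probe. HALO's regression, probe quality filter and half-life formula were rebuilt and applied to these means. Probes with a spot that Feature Extraction marked as an outlier on any array were left out. The regression used for the normalization factors, the way the 6 cultures were averaged, the ratio, the probe quality filter, the filter on dim probes and correction for growth were among the choices that could change the half-lives.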

An array p-value of p≤0.0001 was required on all 18 arrays for inclusion of a probe in half-life calculations, resulting in 7102 probes used for the analysis in the freely available software HALO [31]. 

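Of the 10263 gene probes, 8528 had a Feature Extraction p-value of at most 0.0001 on all 18 arrays. The number passing on a single array ranged from 8901 (pre-existing RNA of culture 6) to 10145 (newly synthesized RNA of culture 5). With a limit of 0.01 in place of 0.0001, 8809 probes passed. Requiring each probe to be well above background on all 18 arrays left 7118 probes. With each culture left out in turn, 8528 to 8919 probes passed, the highest number without culture 6. The number the paper reports is 7102. Among the 8528 probes, 8434 had no spot marked as an outlier on any array and entered the regression.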

Unlike typical gene expression microarray analyses, the input RNA from total, pre-existing, and newly synthesized RNA pools is not equivalent, and therefore direct comparisons of probe intensity cannot be made across arrays. However, because the newly transcribed and pre-existing RNA together make up total RNA, a negative correlation should be observed between their ratios to total RNA; thus, HALO utilizes a linear regression of these ratios to normalize array data. Following regression normalization in HALO, data were further filtered such that outliers were removed from further analyses, resulting in a final data set of 7086 features. 

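The least-squares regression of pre-existing/total on newly synthesized/total RNA over the mean signals had an intercept of 0.828, a slope of -0.0987 and a Pearson's r of -0.479 across probes, which are not independent replicates. The corresponding factors were 0.119 for newly synthesized/total RNA and 1.21 for pre-existing/total RNA, and 0.0987 for newly synthesized/pre-existing RNA. After removal of probes with a quality score over 1, 8423 of 8434 probes remained, where the paper reports 7086 features. The regression was negative in each culture, with r between -0.575 (culture 4) and -0.0741 (culture 1). From session 1 alone (cultures 1 to 3) the slope was -0.0402 with r = -0.182, and from session 2 alone (cultures 4 to 6) it was -0.126 with r = -0.589.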

Regression plots of the raw and normalized ratios are provided in Figure S1. Using the normalized values from linear regression, RNA half-lives can then be calculated using any one of three ratios: newly synthesized/total RNA, pre-existing/total RNA, or newly synthesized/pre-existing RNA. In this study we chose to use the ratio of newly synthesized/pre-existing RNA ratio because it combines the overall performance of the newly synthesized/total RNA with the higher precision obtained from the pre-existing/total RNA ratio for messages with short half-lives [28], [31].

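To measure how well the newly synthesized/pre-existing ratio of a single probe was resolved, log2 processed signals relative to each array's 75th percentile were compared between the pools with limma. Of 8434 probes, 2819 were relatively higher and 3314 relatively lower in newly synthesized than in pre-existing RNA at a Benjamini-Hochberg adjusted p of 0.05, 6133 in all. The ratio lay on the same side of the array's 75th percentile in all 6 cultures for 5617 of these, 2562 higher and 3055 lower. With normexp background correction, the alternative that moved the directions most, 6377 probes passed and 58.1% of them were higher, against 46.0% with the processed signal. This correction added an offset of 50 to every spot, which raises dim signals most in proportion. The median processed signal was 74.0 to 263 on the newly synthesized and 255 to 483 on the pre-existing RNA arrays. The offset was not tested apart from the correction. The median log2 ratio of the tested probes was -0.10 with the processed signal and 0.20 after normexp. Within session 1 (cultures 1 to 3), 6167 of 9086 probes passed, and within session 2 (cultures 4 to 6), 6918 of 8715.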

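The median half-life from newly synthesized/pre-existing RNA was 35.6 h and the mean 43.9 h over 8423 probes. The middle 50% of probes lay between 20.3 and 59.1 h. Common factors came from the 6-culture mean after each array was scaled to its 75th percentile, a setting with a median of 41.1 h. With these factors applied to each scaled culture, the medians of cultures 1 to 6 were 46.2, 43.5, 41.8, 40.8, 42.4 and 38.2 h (SD 2.69 h, n = 6). Scaling and common factors remove differences between cultures in array level and regression slope, so this SD leaves them out. With a regression of its own for each culture, the medians were 144, 144, 93.3, 23.7, 38.3 and 18.1 h (SD 58.4 h, n = 6), where 144 h is the maximum half-life. From cultures 1 to 3 alone the median was 123 h, and from cultures 4 to 6 alone 23.1 h. The alternative that moved the median by the largest factor was regression of newly synthesized/total on pre-existing/total RNA in place of the reverse, which gave 6.00 h.

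**Figure D1:**
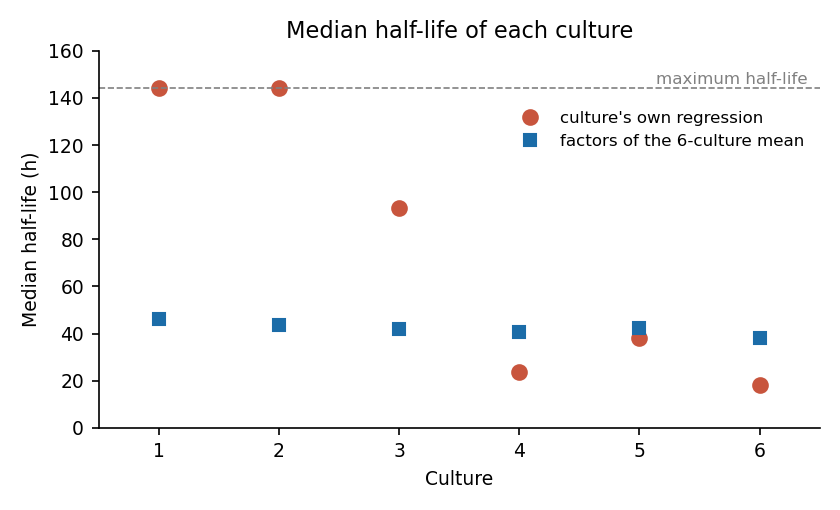
Median half-life (h) of each of the 6 cultures. Red circles use the culture's own regression and lie between 18.1 and 144 h. Blue squares use the factors of the 6-culture mean after 75th percentile scaling and lie between 38.2 and 46.2 h. The dashed line marks the maximum half-life of 144 h.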

Overall, extremely stable messages were observed, with a mean of 40.6 h and median of 33.3 h for the 7086 features (Figure 3; Table S2). 

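The shortest half-life was 40.0 m, and 2.01% of 8423 probes were at the maximum of 6 days. Left out one at a time, the cultures gave a minimum of 36.4 to 45.6 m and a share at 6 days of 0.722% (without culture 1) to 6.15% (without culture 6). The probes with the highest relative newly synthesized/pre-existing ratio, among those past the limma threshold and changed one way in all 6 cultures, were contigs 8322, 5825, 6070, 8735 and 11857, with log2 ratios of 7.60, 7.15, 7.12, 6.97 and 6.91. The array annotation describes contig 8322 as a 60S ribosomal protein L2 and contig 11857 as a transketolase, and gives no identified protein for the others. Contigs 6070 and 11857 had half-lives of 43.2 and 48.5 m. From newly synthesized/total RNA, contig 6070 had 1.71 h and contig 11857 was at the minimum of 1 m. Contigs 8322, 5825 and 8735 were left out by the probe quality filter and have no half-life here. The sessions did not overlap for 7 of these 10 probes, where chance gives 10%. Every culture of session 1 had a higher ratio than every culture of session 2 for contigs 8322, 5825, 8735, 11857 and 3682, and a lower one for contigs 2529 and 1941. The probes with the lowest ratio were contigs 3682, 629, 2529, 1941 and 193, with log2 ratios of -3.97, -3.46, -3.28, -3.21 and -3.18. Contigs 629, 2529, 1941 and 193 were at the maximum half-life, and contig 3682, which was well above background on 5 of the 6 newly synthesized RNA arrays, was left out by the probe quality filter. From pre-existing/total RNA, contigs 629, 2529 and 1941 had 5.00, 23.9 and 22.1 h, and contig 193 stayed at the maximum. With newly synthesized/total regressed on pre-existing/total RNA, contigs 629, 2529, 1941 and 193 had 55.0, 41.4, 31.8 and 47.8 h. The largest adjusted p from limma among these 10 probes was 2.37e-05, for contig 3682.

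**Figure D2:**
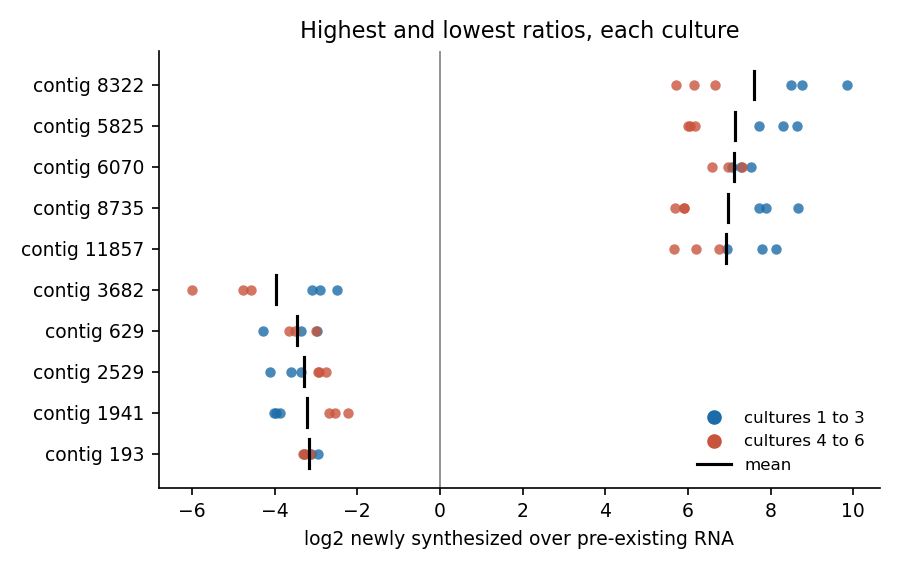
log2 ratio of newly synthesized to pre-existing RNA, relative to each array's 75th percentile, for the 5 highest and 5 lowest probes. Each point is one culture, blue for cultures 1 to 3 and red for cultures 4 to 6, and the black line is the mean, from -3.97 for contig 3682 to 7.60 for contig 8322.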

The minimum half-life calculated was 41.9 m, while 1.4% of features reported a half-life of at least 6 days (Figure 3, Table S2). 

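Half-lives of at least 72 h (3 days) were found for 1444 probes (17.1% of 8423), and half-lives under 6 h for 462 (5.48%). A further 562 probes (6.67%) lay between 6 and 12 h, 1613 (19.1%) between 12 and 24 h, 2828 (33.6%) between 24 and 48 h and 1514 (18.0%) between 48 and 72 h. Calculated in each culture with common factors, the share under 6 h was 4.82 ± 0.421% (SD, n = 6). The share of at least 3 days depended more on single cultures, and was 9.37% without culture 1 and 29.3% without culture 6.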

Over 13% of the features had a half-life of at least 3 days, whereas only 5.4% of features had half-lives of less than 6 h (Figure 3). Half-lives were also calculated using pre-existing/total RNA ratios and newly synthesized/total RNA ratios with similar results (Figure S2). A highly significant correlation was observed between data sets calculated using newly synthesized/pre-existing RNA and newly synthesized/total RNA ratios (Spearman's Rho  = 0.9811, p<0.0001, n = 7086). 

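Spearman's rho across probes between half-lives from newly synthesized/pre-existing and newly synthesized/total RNA was 0.974. With each culture's own regression it ranged from 0.829 (culture 1) to 0.975 (culture 4). With each culture left out in turn it stayed between 0.968 and 0.978. Both ratios contain the newly synthesized RNA signal, so their noise is shared. In 31 simulations in which the 3 pools were equal apart from the cultures' own deviations, rho between the 2 log2 ratios had a median of 0.710 and a range of 0.345 to 0.914, and the observed log2 ratios gave 0.973. With newly synthesized RNA as measured and only pre-existing and total RNA made equal, rho was 0.988 to 0.998, so a high rho does not need pre-existing and total RNA to differ. Probes are not independent replicates, and no p-value is given for rho.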

The correlation between half-life calculations based on newly synthesized/pre-existing RNA and pre-existing/total RNA was much lower (Spearman's Rho = 0.4811, p<0.0001, n = 7086). This is consistent with the results of Friedel and Dölken [28], who found that that half-lives calculated from pre-existing to total RNA ratios are precise for short-lived messages, but unreliable for stable messages.

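Between half-lives from newly synthesized/pre-existing and pre-existing/total RNA, rho was 0.492. It was 0.232, 0.259 and 0.468 in cultures 1 to 3 and 0.627, 0.477 and 0.653 in cultures 4 to 6, each with its own regression. On the log2 ratios, where the observed rho was 0.437, simulations with the 3 pools equal apart from the cultures' deviations gave a median of 0.355 and a maximum of 0.657. With newly synthesized RNA as measured and only pre-existing and total RNA made equal, the median was -0.13 and the maximum 0.262. The median half-life from pre-existing/total RNA was 22.0 h, and 39.2% of probes were at the maximum. By limma, the pre-existing/total ratio of 303 of 8434 probes differed from the array as a whole (50 higher, 253 lower in pre-existing RNA, Benjamini-Hochberg adjusted p under 0.05). With the culture as a block, so that the pools of one culture were paired, 799 probes passed, 289 higher and 510 lower. Within session 1 the count was 132 of 9086 and within session 2 it was 989 of 8715. The paper sets the lower correlation beside the finding of Friedel and Dölken that pre-existing/total ratios are precise for short-lived messages and unreliable for stable ones.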

**Figure 3:**
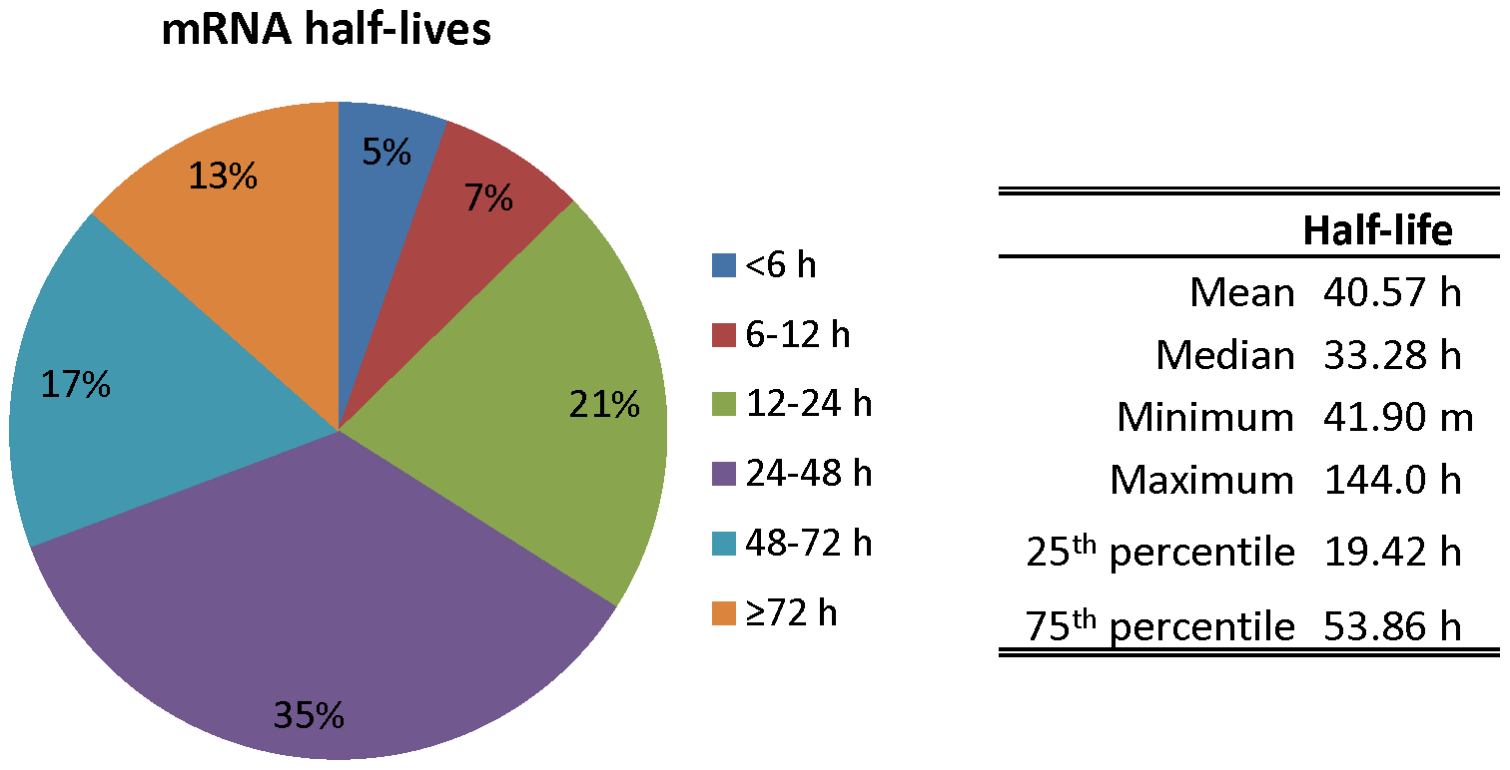
*Karenia brevis* mRNA half-lives. Following 2 h incubation with 0.2 mM 4-thiouracil, total RNA was biotinylated and bead purified. Total, pre-existing, and newly synthesized RNA fractions were hybridized to a custom oligonucleotide microarray and mRNA half-lives were calculated for 7086 features using HALO. Following normalization by linear regression, newly synthesized RNA to pre-existing RNA ratios were used to calculate half-lives.

The median half-life of *K. brevis* transcripts calculated in this study exceeded that of other organisms reported to date. Global analyses of transcript stability report median mRNA half-lives of 2.4 m in the cyanobacteria *Prochlorococcus* [43] and 5 m in *E. coli* [44]. Among eukaryotes, the median mRNA half-life in yeast was found to be 21 m [45], *Arabidopsis* 3.8 h [46]; mouse 7.1 h [27], and human 10 h [47]. In trypanosomes, a median half-life of 13 m is found in the bloodstream form [23], but half-lives are generally much longer in the more slowly growing procyclic stage [48], [49]. Amongst most organisms studied, the median RNA half-life is roughly proportional to the length of the cell cycle [45], [46], [47]: in bacteria with a cell cycle of 20 m, the median RNA half-life is 5 m; in yeast with a cell cycle of 90 m the median RNA half-life was 21 m; in human HepG2/Bud8 cells with a cell cycle of 3000 m the median RNA half-life was 600 m. In comparison, in *K. brevis* with an average cell cycle of approximately 3 days (4320 m) [50], [51], [52], the median RNA half-life was 33.3 h (1998 m). However, in all organisms individual transcript half-lives ranged from minutes to hours or days, in many cases the lifetime of mRNA was approximately one cell generation time. 

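In the formula used for these half-lives no correction was made for dilution of RNA by growth. Taking the cell cycle of 3 days (4320 m) that the paper gives, the dilution-corrected median was 70.5 h and the corrected mean 80.7 h over the same 8423 probes, with 35.1% of probes at the maximum of 6 days. The 1444 probes with uncorrected half-lives of at least 3 days had no decay left after the correction and were set to this maximum. For them the maximum is not an estimate of a half-life, and the corrected mean depends on it. The paper compares its median with the cell cycle and the median half-lives of other organisms, and cites other studies for a rough proportion between the length of the cell cycle and RNA half-life.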

Greenberg calculated that approximately 40% of mammalian mRNAs survive more than one cellular generation [53]. 

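With common factors, the share of probes with a half-life of 3 days or more was 29.8%, 28.1%, 27.5%, 23.6%, 22.8% and 21.0% in cultures 1 to 6. The SD between cultures was 3.48 percentage points. The share was 7.45% with the Theil-Sen slope, 0.892% with reduced major axis regression and 44.6% as the mean of one regression per culture (SD 40.5 percentage points, n = 6). It was 70.8% from cultures 1 to 3 alone and 4.76% from cultures 4 to 6 alone.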

In the case of *K. brevis*, approximately 13% of features showed a half-life of at least 3 days, or at least one generation time. It has been noted in trypanosomes that messages present in high copy number tend to be more stable, while rarer messages have short half-lives [23]. As the *K. brevis* microarray employed in these studies was constructed using 10,263 unique contigs obtained from Sanger sequencing, it is possible that the transcriptome features arrayed are biased towards the more highly expressed transcripts. 

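Half-life rose with the mean total RNA signal of the probe on this array. Divided by total RNA signal into 5 groups of 1684 or 1685 probes, the median half-lives were 21.9, 31.1, 37.6, 45.8 and 58.4 h from the dimmest group to the brightest. The dimmest group had signals of 28.2 to 212 and the brightest 3555 to 623500. Spearman's rho across probes was 0.429 and Pearson's r on log2 values 0.328. Within the 6 cultures rho was 0.304, 0.418, 0.235, 0.441, 0.383 and 0.449. It was 0.392 over the probes well above background on all 18 arrays and 0.555 after normexp background correction. The offset of 50 in that correction raises dim signals most in proportion, so the higher value is no separate check of the trend. A probe's signal also depends on its sequence, so the levels of different probes are only a rough measure of copy number.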

With a genome size of 1×10^11^ bp, *K. brevis* is predicted to possess approximately 75,000 expressed genes [2]. Indeed, preliminary analyses of a deep transcriptome sequencing of *K. brevis* using the Illumina sequencing platform resulted in over 75,000 unique contigs (Van Dolah and Morey, unpublished). Thus, the absence of extremely short-lived mRNAs in this study may not preclude their occurrence in *K. brevis*; rather those sequences may not be represented on the microarray employed. A similar analysis using RNA-seq may reveal a missing population of shorter-lived messages. It is also plausible that the unusually long half-lives reported here reflect another characteristic of dinoflagellate physiology: circadian regulation. Many processes in dinoflagellates are under circadian control, including bioluminescence [10], [11], [12], photosynthesis [13], and the cell cycle [15], [16]. In *Lingulodinium polyedrum*, translation also appears to occur almost exclusively during the subjective night [54]. Thus, it is conceivable that messages are stabilized throughout the day pending their translation at night. Since the current study was carried out during the light phase of the diel cycle, and the method of half-life calculation assumes steady state, a nighttime turnover of mRNA would not be detected and cannot be discounted.

An emerging pattern of mRNA half-lives in organisms studied at the global level reveals that genes involved in regulatory/response functions (e.g. regulation of transcription and signal transduction) and stress responses are among the least stable messages, enabling the cell to rapidly alter their abundance through alternative synthesis and degradation. In contrast, genes involved in housekeeping functions (e.g. energy metabolism, cellular respiration, structure) are overall among the most stable messages, alleviating the need to continually synthesize new messages for constitutive processes [24], [27], [44], [45], [46]. To assess if these conserved principles hold true for *K. brevis*, we utilized Fisher's Exact tests for enrichment in Blast2GO on the binned *K. brevis* mRNA half-life data. Significant enrichment was only observed among mRNAs with a half-life of at least 3 days (Table 1). Indeed, we observed significant over-enrichment of several GO functions and processes including energetic processes, metabolism, and transport. 

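GO terms of the probes were not analysed here, and classes were formed by fixed keywords in the description of each probe in the array annotation. Of 7 such classes, tested with Benjamini-Hochberg adjustment over the classes, those for energy had the longest half-lives. The median was 51.3 h for 14 probes of ATP synthases and proton ATPases and 45.9 h for 47 probes of respiration and photosynthesis. Relative to all probes, the log2 ratio of medians was 0.53 ± 0.16 (SD, n = 6 cultures) and 0.42 ± 0.13 (SD, n = 6), longer in 6 of 6 cultures each, with 13 of the 14 ATP synthase and proton ATPase probes after scaling (exact two-sided sign-flip permutation test, p = 0.03125, the smallest that 6 cultures allow, adjusted p = 0.04375). The sign-flip test asks whether the difference of a class recurs between cultures on the same probes, and not whether other lists of that size differ as much. At least 3 days were reached by 28.6% and 23.4% of these probes. The 76 probes of transporters and channels had a median of 40.0 h and a log2 ratio of 0.08 ± 0.06 (SD, n = 6 cultures, exact p = 0.0625, adjusted p = 0.0729). Among 10000 random lists of the same size, 92.8% had a median no higher than that of ATP synthases and proton ATPases, 96.4% than that of respiration and photosynthesis and 85.5% than that of transport, and all 3 medians lay within the range of 95% of the lists (21.4 to 57.1 h, 26.9 to 46.8 h and 28.5 to 44.4 h). With a regression of its own for each culture the median of all probes was at the maximum in cultures 1 and 2, which leaves these classes a log2 ratio of 0 there and a smallest possible exact p of 0.125, so that setting cannot test them.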

Significant enrichment was not observed among transcripts with shorter half-lives in *K. brevis*. However, when the distribution of mRNA half-lives was compared qualitatively between GO terms, it was apparent that the *K. brevis* half-lives concurred with observations from other species. For example, when querying biological process Yeast GO slim terms, only 10% of features with an annotation of response to stress had a half-life of at least 3 days (Figure 4a). In contrast, among other biological process Yeast GO slim terms of cellular homeostasis, generation of precursor metabolites and energy and cellular respiration, 19–33% of features had half-lives of greater than 3 days. Likewise the distribution of *K. brevis* mRNA half-lives involved in the molecular function Yeast GO slim terms of transcription regulator activity and translation regulator activity agreed with the observations in mammalian cells, wherein mRNAs encoding for transcription regulation were less stable and half-lives for transcripts involved in translation regulation were somewhat longer [24]. 

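The keyword class for stress response (heat shock proteins, chaperones and redox enzymes) held 63 probes with a half-life. Their median was 40.2 h, and 14.3% had a half-life of at least 3 days. The log2 ratio to the median of all probes was 0.13 ± 0.09 (SD, n = 6 cultures), longer in 6 of 6 cultures (exact sign-flip permutation test, adjusted p = 0.04375). Among 10000 random lists of 63 probes, 83.4% had a lower or equal median, so the class was not set apart from other lists of probes. With the well above background filter the log2 ratio was 0.01, longer in 3 of 6 cultures (59 probes, exact sign-flip permutation test, adjusted p = 0.78125).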

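For 43 probes described as transcription factors or regulators, the median half-life was 30.4 h and 14.0% had a half-life of at least 3 days. For 33 probes described as translation initiation or elongation factors, the median was 37.1 h and 27.3% reached 3 days. Relative to all probes, the log2 ratio was -0.18 ± 0.06 (SD, n = 6 cultures) for transcription, shorter in 6 of 6 cultures (exact sign-flip permutation test, adjusted p = 0.04375), and 0.05 ± 0.12 (SD, n = 6 cultures) for translation, longer in 4 of 6 (exact sign-flip permutation test, p = 0.4375, adjusted p = 0.4375). Ribosomal proteins, with 23 probes and a median of 25.1 h, had a log2 ratio of -0.32 ± 0.14 (SD, n = 6 cultures, exact sign-flip permutation test, adjusted p = 0.04375), shorter in 6 of 6. Among 10000 random lists of the same size, 13.4% had a median as low as that of transcription (95% of lists 26.5 to 47.6 h), 58.4% as that of translation (25.3 to 49.6 h) and 4.92% as that of ribosomal proteins (23.6 to 52.7 h). From pre-existing/total RNA the log2 ratio of ribosomal proteins was 0.12 ± 1.80 (SD, n = 6 cultures).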

In the current study 11% of features involved in transcription regulator activity had at least a 3 day half-life, compared to 30% of features involved in translation regulator activity (Figure 4b).

**Figure 4:**
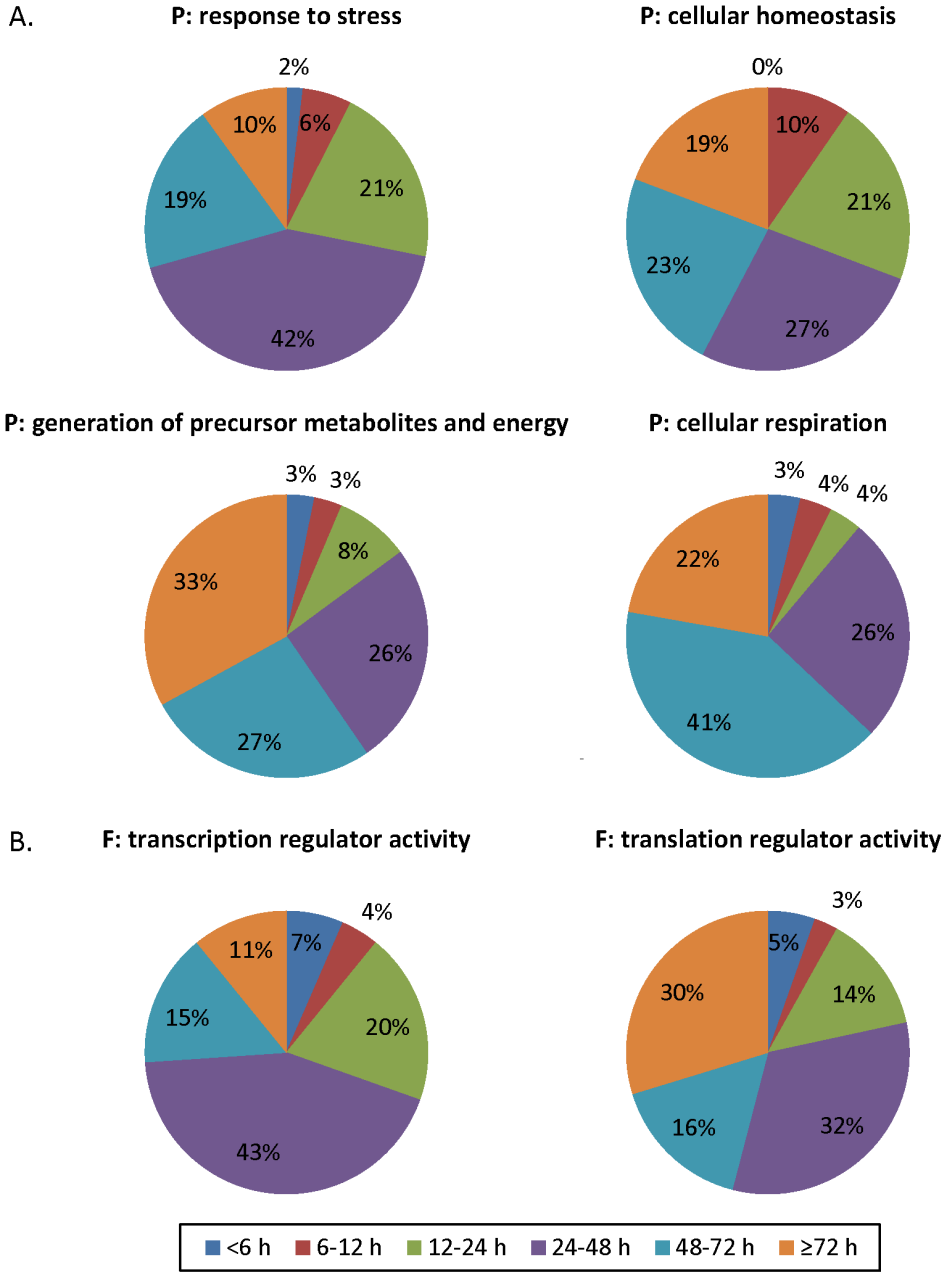
mRNA half-life distributions for selected GO terms. Gene ontology terms were assigned using Blast2GO Yeast GO slim. mRNA half-lives were binned on time and distributions are shown for selected GO terms. **A.** Biological Process GO terms. GO:0006950, response to stress; GO:0019725, cellular homeostasis; GO:0006091, generation of precursor metabolites and energy; GO:0045333, cellular respiration. **B.** Molecular Function GO terms. GO:0030528, transcription regulator activity; GO:0045182, translation regulator activity.

**Table 1:** Significantly over-enriched gene ontology (GO) categories, assigned using the standard GO vocabulary, among features with calculated half-lives of at least 3 days.

GO ID	GO Term	Category^a^	FDR^b^
GO:0045263	proton-transporting ATP synthase complex, coupling factor F(o)	C	0.0253
GO:0033177	proton-transporting two-sector ATPase complex, proton-transporting domain	C	0.0253
GO:0045259	proton-transporting ATP synthase complex	C	0.0253
GO:0046933	hydrogen ion transporting ATP synthase activity, rotational mechanism	F	0.0253
GO:0022804	active transmembrane transporter activity	F	0.0253
GO:0046961	proton-transporting ATPase activity, rotational mechanism	F	0.0253
GO:0055085	transmembrane transport	P	0.0253
GO:0006091	generation of precursor metabolites and energy	P	0.0272
GO:0016469	proton-transporting two-sector ATPase complex	C	0.0332
GO:0005743	mitochondrial inner membrane	C	0.0332
GO:0019866	organelle inner membrane	C	0.0332
GO:0019829	cation-transporting ATPase activity	F	0.0332
GO:0015405	P-P-bond-hydrolysis-driven transmembrane transporter activity	F	0.0332
GO:0015399	primary active transmembrane transporter activity	F	0.0332
GO:0046034	ATP metabolic process	P	0.0332
GO:0010608	posttranscriptional regulation of gene expression	P	0.0332
GO:0006754	ATP biosynthetic process	P	0.0332
GO:0015986	ATP synthesis coupled proton transport	P	0.0332
GO:0015985	energy coupled proton transport, down electrochemical gradient	P	0.0332
GO:0034220	ion transmembrane transport	P	0.0332
GO:0006818	hydrogen transport	P	0.0353
GO:0015992	proton transport	P	0.0353
GO:0031966	mitochondrial membrane	C	0.0358
GO:0031967	organelle envelope	C	0.0402
GO:0015078	hydrogen ion transmembrane transporter activity	F	0.0402
GO:0009206	purine ribonucleoside triphosphate biosynthetic process	P	0.0402
GO:0009145	purine nucleoside triphosphate biosynthetic process	P	0.0402
GO:0051246	regulation of protein metabolic process	P	0.0462
GO:0008289	lipid binding	F	0.0463
GO:0009201	ribonucleoside triphosphate biosynthetic process	P	0.0483
GO:0009142	nucleoside triphosphate biosynthetic process	P	0.0483
GO:0005740	mitochondrial envelope	C	0.0500

a C: Cellular Component, F: Molecular Function, P: Biological Process.

b Reported FDR values are from a Fisher's Exact Test in Blast2GO.

Among the genes involved in RNA processing in *K. brevis* is a highly represented family of pentatricopeptide repeat (PPR) containing proteins. PPR proteins are sequence-specific RNA binding proteins involved in post- transcriptional processing of organellar RNAs, including editing, splicing, translation, and stability [55], [56], [57]. These transcripts are of particular interest because they are among the earliest transcripts to change in abundance following nutrient addition to nutrient starved cultures [18], consistent with their function in regulating organellar RNA necessary for renewed photosynthetic activity. 

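In the annotation carried by the array files, 41 probes were described as pentatricopeptide repeat (PPR) proteins. Of these, 26 passed the detection, outlier and quality filters. Without the filter on dim probes, a half-life could be calculated for all 41, and with the well above background filter for 19.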

We queried the mRNA half-lives calculated for 47 of the 93 features annotated as PPR proteins on the microarray. The minimum half-life was 97 m and the maximum 70 h, with a median half-life of 9.1 h. 

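For the 26 probes, the shortest half-life was 170 m and the longest 57.7 h, and the median was 11.7 h. The PPR medians of cultures 1 to 6, with common factors, were 13.5, 11.1, 13.5, 12.6, 14.2 and 12.9 h (SD 1.08 h, n = 6). The median was 2.28 h with the inverse regression and 37.0 h as the mean of one regression per culture (SD 40.9 h, n = 6). It was 42.1 h from cultures 1 to 3 alone and 7.65 h from cultures 4 to 6 alone.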

The distribution is greatly skewed to shorter half-lives (Figure 5), with 64% of PPRs having half-lives <12 h, in comparison to only 12% of features in the complete data set. Thus, as observed in *Arabidopsis* [46], PPRs in *K. brevis* have much shorter half-lives than the transcriptome as a whole. These short half-lives for PPRs are likely indicative of their essential roles in regulatory functions in chloroplasts and mitochondria [46], [55]. 

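Of the PPR probes, 1 had a half-life under 6 h, 12 between 6 and 12 h, 7 between 12 and 24 h, 5 between 24 and 48 h and 1 between 48 and 72 h, and none reached 72 h. Half-lives under 12 h therefore made up 50.0% of the PPR probes, against 12.2% of all 8423 probes. In single cultures the share of PPR probes under 12 h ranged from 30.8% (culture 1) to 53.8% (culture 2).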

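The log2 ratio of the PPR median to the median of all probes was -1.70 ± 0.15 (SD, n = 6 cultures), and PPR half-lives were shorter in 6 of 6 cultures (exact two-sided sign-flip permutation test, p = 0.03125, the smallest that 6 cultures allow). It was -1.72 in cultures 1 to 3 alone and -1.59 in cultures 4 to 6 alone. Of 10000 random lists of 26 probes, 0 had a median as low, and 95% of the lists lay between 24.5 and 51.3 h. Against lists matched on total RNA signal, whose median was 31.3 h, the log2 ratio was -1.51 ± 0.14 (SD, n = 6 cultures, exact sign-flip permutation test, p = 0.03125), and again 0 of 10000 lists were as low. The alternative with the smallest difference, normexp background correction with its offset of 50, gave -1.15. From the skew of PPR half-lives relative to the transcriptome, the paper concludes that PPR transcripts are much shorter lived than the transcriptome as a whole.

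**Figure D3:**
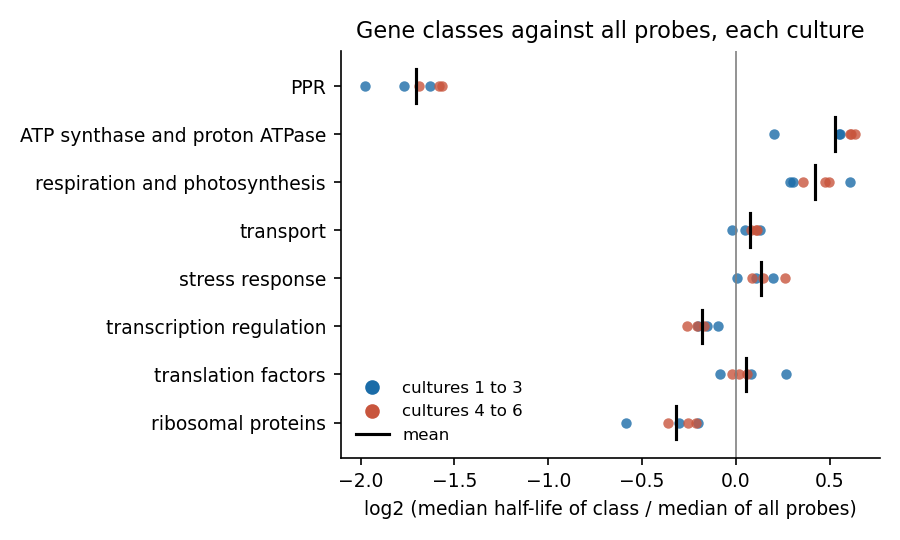
log2 ratio of the median half-life of a gene class to the median of all probes, for PPR proteins and 7 keyword classes. Each point is one culture, blue for cultures 1 to 3 and red for cultures 4 to 6, and the black line is their mean, which is -1.70 for PPR proteins and between -0.32 and 0.53 for the other classes.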

As short-lived transcripts, they are primed for immediate response to perturbations as observed our previous microarray studies following N- and P-addition [18].

**Figure 5:**
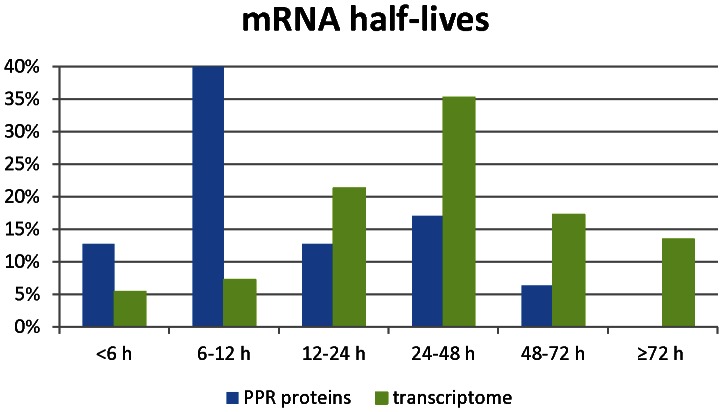
mRNA half-live distributions for pentatricopeptide repeat (PPR) protein transcripts. mRNA half-lives were calculated for 47 of the 93 features annotated as PPRs on the array. mRNA half-lives were binned on time and distributions are shown for these PPR transcripts. The distribution of 7086 features of the *K. brevis* transcriptome are re-plotted from figure 3 for ease of comparison.

To independently assess half-lives of selected RNAs, we used the traditional approach of blocking transcription with actinomycin D and following transcript levels over a time course of 12, 24 and 48 h by qPCR. We selected two cytoskeletal genes, α-tubulin and β-tubulin, one cell cycle gene, PCNA, previously shown to be regulated in *K. brevis* by post-transcriptional mechanisms [15], and a PPR protein (Figure 6). The PPR protein transcript dramatically declined in abundance by 12 h, relative to its abundance in time matched controls, with almost a complete loss of transcript by 24 h (undetected after 40 qPCR cycles in 2 of 3 replicates). 

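Contig 3257, a PPR transcript by the annotation of Table S2 and an unknown protein in the array annotation, had a half-life of 7.07 h on the arrays. Its half-lives in the 6 cultures, with common factors, were 11.5, 9.89, 8.19, 8.16, 8.90 and 8.81 h (SD 1.29 h, n = 6). The 6-culture mean after 75th percentile scaling, the setting of these factors, gave 8.76 h. With each culture left out in turn the value lay between 5.76 and 9.13 h. It was 29.7 h as the mean of one regression per culture (SD 36.1 h, n = 6), 1.56 h with the inverse regression and 3.24 h with reduced major axis regression. From pre-existing/total RNA it was 3.84 h, and with cultures 1 to 3 only 26.6 h.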

The half-life for this PPR protein (Contig 3257) was calculated to be just under 7 h in the microarray study, indicating a relatively short half-life compared to the transcriptome as a whole. In contrast, none of the other transcripts showed a decrease in abundance even after 48 h, suggesting that the tubulin and PCNA transcripts are highly stable. 

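For α-tubulin, 3 of 4 annotated probes passed the filters, with half-lives of 69.8 h (contig 65), 30.4 h (contig 1715) and 35.3 h (contig 1717). Their mean was 45.2 h (SD of the probe mean over 6 cultures with common factors, as for the SDs that follow, 11.4 h). For β-tubulin, 4 of 5 annotated probes passed, with half-lives of 63.3 h (contig 3238), 72.8 h (contig 206), 52.8 h (contig 3955) and 92.5 h (contig 3104) and a mean of 70.4 h (SD 14.1 h, n = 6 cultures). In culture 3, contigs 65, 206 and 3104 were at the maximum of 144 h, as was contig 3104 in cultures 1 and 2, so the values of these cultures are bounds and the maximum limits the SD. The array annotation names 2 probes for PCNA, contig 2450 with 33.1 h and contig 95 with 13.8 h, which differed by more than their SDs over the cultures of 7.59 and 6.17 h. Over all alternatives the means ranged from 7.37 to 106 h for α-tubulin, 11.2 to 144 h for β-tubulin and 4.08 to 144 h for PCNA. The tubulin means were longer than the median of all probes, though within 1 SD of it for α-tubulin. The PCNA mean of 23.5 h (SD 5.37 h, n = 6 cultures) was shorter than that median, as was the half-life of each of the 2 PCNA probes.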

Three α-tubulin probes on the array reported a mean half-life of 38.4 h, four probes for β-tubulin reported a mean half-life of 64.1 h, while a PCNA probe reported a half-life of 27.4 h using the biosynthetic labeling approach. Although not in precise agreement, both methods identified long half-lives in the cytoskeletal genes and PCNA. Furthermore, the qPCR results lend support to the prediction that PPR repeat transcripts have short half-lives, consistent with their regulatory roles. We are aware of only one previous study that addressed message stability in dinoflagellates, in which the half-lives of circadian GAPDH, luciferin binding protein, and luciferase in *Lingulodinium polyedrum* varied somewhat depending on the time of day at which the transcription inhibitor thiolutin was added, but all were on the order of several hours as assessed by northern blot analysis [58].

**Figure 6:**
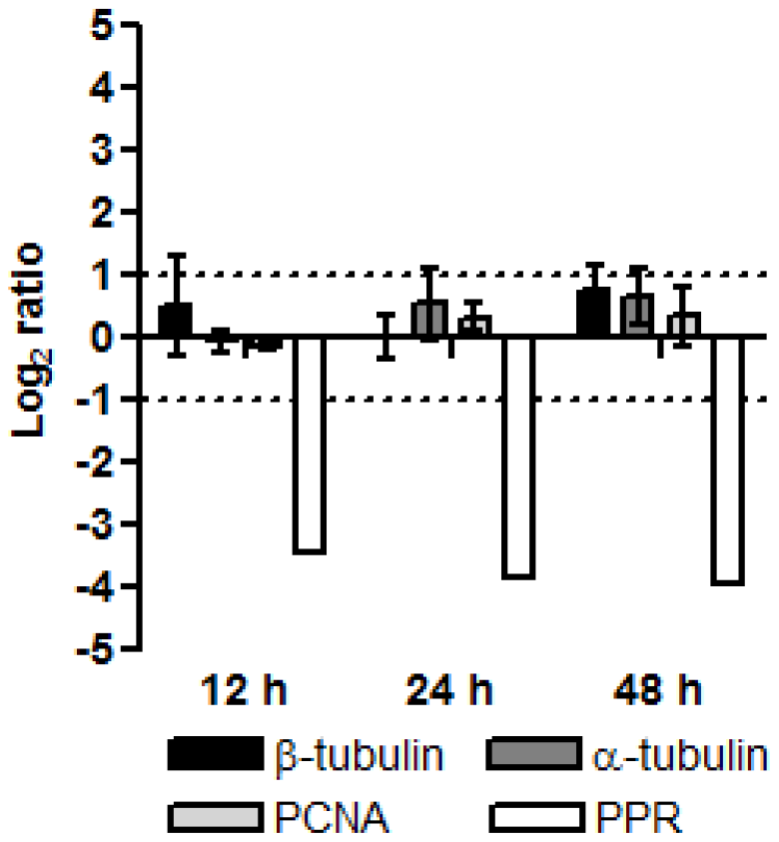
Stability of selected mRNAs following transcription inhibition assessed by qPCR. Triplicate cultures were treated with 2 µg·mL^−1^ actinomycin D for 12, 24, or 48 h and the transcript abundance determined relative to DMSO carrier controls at each time point. Means ±SD (n = 3) are plotted. The PPR transcript was undetected in two of three replicates at 24 and 48 h following 40 PCR cycles, therefore SDs were not calculated. Dashed lines represent a 2-fold change.

### Increased de novo transcription does not mediate short term changes in transcript abundance

The presence of the SL on all nuclear encoded gene transcripts examined in dinoflagellates, along with the observation of post-transcriptional regulation of a number of processes studied, has led to the hypothesis that gene regulation in dinoflagellates is dependent largely on post-transcriptional processes [9]. Consistent with this, a microarray study of the *K. brevis* transcriptome's response to nutrient addition found only 4.4% of array features significantly changing over a 48 h time course following nitrate addition to N-depleted *K. brevis* cultures [18]. However, minimal changes were observed early in the time course with only 0.38% of array features significantly changed in abundance 4 h post N-addition. Intriguingly, among these early changers nearly 50% of the annotated features were PPR proteins. This raised the question as to whether PPR proteins are a class of genes that are under transcriptional regulation. Typical microarray experiments cannot resolve if changes in message abundance are due to *de novo* transcription and or to changes mRNA stability. Therefore, in the current study we examined *de novo* transcription by 4tU incorporation into newly synthesized RNA over two 1 h periods (0–1 h and 3–4 h) following N addition in comparison with that in the N-depleted cultures This data has been deposited as GEO Accession # GSE46175.

During the first hour post N-addition only 0.2% of array features were significantly different in the newly transcribed RNA pool when compared to the N-depleted cells similarly labeled for 1 h (≥1.7 fold change and p-value ≤0.0001) (Table 2). However, 15 of the 21 significantly changing features were less abundant than in the N-depleted cultures, suggesting their rate of transcription decreased. The number of significantly different genes increased to 0.34% of array features during the fourth hour post N-addition (Table 3), a percentage very similar to that reported in the previous whole transcriptome study [18]. By this time 22 of the 36 significant array features had increased in abundance. Overall, the small number of differentially expressed array features among newly transcribed RNA queried in this study suggests that there was limited transcriptional activation involved in the early response to N-addition. No PPR protein transcripts showed significant changes in abundance in the newly synthesized RNA pool relative to the N-depleted controls at either time point. Thus it appears that changes in transcription rate did not contribute to the previously observed increase PPR protein transcript abundance. This and the presence of the SL sequence on these PPR repeat protein messages [18] supports the hypothesis that their change in expression was achieved through differential message stability.

**Table 2:** Array features with significantly different abundance during the first hour post-nitrate addition, relative to N-depleted cultures.

Contig	Description	BLASTx e-value	fold change	p-value
10845	hCG1994859	1.80E−01	33.97	3.70E−09
5509	PREDICTED: hypothetical protein LOC100401915	8.98E−05	21.55	2.24E−05
1269	chloroplast light harvesting protein isoform 12	8.81E−13	15.88	1.57E−06
9771	membrane bound adenylate/guanylate cyclase with PAS domain	1.02E−07	11.40	2.07E−06
**8807**	COG2307: Uncharacterized protein	8.50E−01	2.48	1.29E−05
**9812**	glutamine synthetase	7.30E−02	2.05	9.89E−05
8060	PREDICTED: hypothetical protein	2.90E+00	−1.70	2.72E−25
6696	regulatory protein, putative	4.80E+00	−1.72	3.99E−08
**6529**	UOS5/S1 protein, putative	2.26E−08	−1.83	8.64E−05
7967	COG3119: Arylsulfatase A	1.40E+00	−1.85	2.76E−05
10741	CPA1 family transporter: sodium ion/proton	7.80E−01	−1.85	2.68E−05
3375	hypothetical protein Kpol_376p14	8.00E−03	−2.17	1.28E−06
6519	h-caldesmon	4.00E−05	−2.84	1.91E−06
11662	serine threonine-specific protein phosphatase	1.00E−24	−7.78	3.62E−05
10272	60S acidic ribosomal protein P0	3.00E−54	−9.18	8.87E−06
5289	von willebrand factor type a domain protein	1.84E−23	−11.03	9.50E−06
**2363**	eukaryotic translation initiation factor 5A	2.55E−20	−12.20	6.72E−06
9695	putative sugar transport membrane protein	1.80E+00	−12.78	4.16E−05
10482	hypothetical protein OsI_030791	1.80E−01	−16.20	7.56E−05
**7355**	AChain A, Transposase Inhibitor	1.20E−168	−16.21	2.35E−07
2545	conserved hypothetical protein	1.40E+00	−27.35	7.21E−09

Contigs in bold are also significantly different during the fourth hour post-nitrate addition.

**Table 3:** Array features with significantly different abundance during the fourth hour post-nitrate addition, relative to N-depleted cultures.

Contig	Description	BLASTx e-value	fold change	p-value
8061	hypothetical protein BoklE_05717	8.10E−01	18.96	2.14E−06
**9812**	glutamine synthetase	7.30E−02	4.26	7.49E−08
**8807**	COG2307: Uncharacterized protein conserved	8.50E−01	2.98	1.57E−05
10877	Peroxisomal catalase	2.50E+00	2.81	8.45E−06
6074	Extracellular ligand-binding receptor	5.70E−01	2.51	2.20E−06
5893	Tetratricopeptide TPR_2 repeat protein	2.00E−06	2.45	2.32E−05
5722	putative arsenate reductase	2.20E+00	2.41	1.24E−05
797	neuropilin	2.30E+00	2.37	3.12E−05
3750	merozoite surface protein 3 (MSP3), putative	8.60E−02	2.37	1.48E−05
10903	type I polyketide synthase-like protein KB4825	3.31E−121	2.17	4.02E−05
2927	Malonyl-CoA:ACP transacylase (ISS)	8.00E−30	2.13	1.30E−06
118	Malonyl-CoA:ACP transacylase (ISS)	2.00E−51	2.07	1.33E−05
8273	hypothetical protein CaO19.4072	1.70E−02	1.97	1.27E−10
8698	type I polyketide synthase-like protein KB6842	4.79E−177	1.95	1.55E−06
851	hypothetical protein SSO2408	2.60E−01	1.92	5.58E−06
1739	heat domain-containing protein	1.69E−14	1.90	2.18E−05
964	PREDICTED: similar to 4633402D15Rik protein	1.90E+00	1.87	1.06E−08
9237	type I polyketide synthase-like protein KB5361	9.56E−111	1.80	9.96E−05
5784	Cupin 4 family protein	5.00E−09	1.78	1.49E−12
9799	protein arginine N-methyltransferase-like protein	4.00E−12	1.77	2.44E−08
3629	PREDICTED: similar to hypothetical gene	1.10E−01	1.74	5.36E−05
9473	chaperone protein	3.40E−01	1.71	5.79E−05
**6529**	3CCCH domain containing protein	4.00E−06	−1.77	4.72E−08
10990	alpha-1,3-mannosyl-glycoprotein 4-beta-N-acetylglucosaminyltransferase C	6.38E−32	−1.93	5.66E−06
10449	Putative membrane protein	1.60E−01	−2.16	1.97E−05
11834	*No hits found*	-	−2.27	1.55E−05
8815	DNA-binding protein	1.30E−01	−2.86	2.44E−07
4388	alanine aminotransferase	8.25E−60	−2.94	9.76E−05
7379	putative formate dehydrogenase	3.90E−02	−3.56	5.55E−05
5143	Kynurenine 3-monooxygenase and related flavoprotein monooxygenases (ISS)	6.32E−10	−3.75	3.18E−05
6738	ATP-binding component of molybdate transporter	3.00E−01	−6.94	8.49E−13
4218	glycoside hydrolase family 3 domain protein	4.01E−26	−13.28	8.57E−09
**7355**	AChain A, Transposase Inhibitor	1.20E−168	−14.15	4.94E−05
**2363**	eukaryotic translation initiation factor 5A	2.55E−20	−18.93	1.74E−07
4062	proteophosphoglycan ppg4	2.00E−05	−19.21	1.04E−07
6079	calcium-dependent protein kinase 33	4.17E−07	−24.25	4.79E−06

Contigs in bold are also significantly changing during the first hour post-nitrate addition.

## Conclusions

Insight into mRNA stability is important to understanding gene regulation, particularly in poorly characterized and divergent eukaryotes. Here we demonstrate that the pyrimidine salvage pathway of the dinoflagellate, *K. brevis*, is capable of incorporating 4-thiouracil into newly transcribed RNA, making it amenable to studying RNA stability using biosynthetic labeling approaches. By microarray analysis, *K. brevis* appears to possess highly stable messages relative to other eukaryotic models. Further analyses using deeper transcriptome surveys via RNA-seq may refine this estimation of median half-life. In addition, the potential contribution of circadian accumulation and turnover of messages must be addressed. Nonetheless, in keeping with conserved properties in other eukaryotes, the dinoflagellate's most stable messages are largely involved in core processes such as energy generation and transport, whereas regulatory processes, including transcription regulation and stress response, are more highly represented among the shorter-lived transcripts. In particular, PPR repeat proteins involved in organellar RNA regulation are highly represented among the short-lived mRNAs, consistent with their rapid increase in abundance following nutrient stimulation. However, their apparent lack of transcriptional activation, along with the presence of the SL on PPR protein messages, lends support to the growing consensus of post-transcriptional control of dinoflagellate gene expression.

### NOAA Disclaimer

This publication does not constitute an endorsement of any commercial product or intend to be an opinion beyond scientific or other results obtained by the National Oceanic and Atmospheric Administration (NOAA). No reference shall be made to NOAA, or this publication furnished by NOAA, to any advertising or sales promotion which would indicate or imply that NOAA recommends or endorses any proprietary product mentioned herein, or which has as its purpose an interest to cause the advertised product to be used or purchased because of this publication.

## Supporting Information

Figure S1 **Regression plots used for normalization in HALO.** Following 2 h incubation with 0.2 mM 4-thiouracil, total RNA was biotinylated and bead purified. Total, pre-existing, and newly synthesized RNA fractions were hybridized to a custom oligonucleotide microarray. Linear regressions of the ratios of newly synthesized RNA to total RNA and pre-existing RNA to total RNA are conducted in HALO prior to half-life calculations. The regression of the raw uncorrected data (**A**) and regression-normalized data (**B**) used for half-life calculations are shown.
(TIF) Click here for additional data file.

Figure S2 ***Karenia brevis*** **mRNA half-lives calculated from additional ratios.** Following 2 h incubation with 0.2 mM 4-thiouracil, total RNA was biotinylated and bead purified. Total, pre-existing, and newly synthesized RNA fractions were hybridized to a custom oligonucleotide microarray and mRNA half-lives were calculated for 7086 features using HALO. Following normalization by linear regression, newly synthesized RNA to total RNA (**A**) or pre-existing to total RNA (**B**) ratios were used to calculate half-lives.
(TIF) Click here for additional data file.

Table S1 **Primers used for quantitative real-time PCR.**
(XLSX) Click here for additional data file.

Table S2 **Half-lives for 7086 features passing quality filters based on newly synthesized RNA to pre-existing RNA ratios.**
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

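The measurements were one-color Cy3 hybridizations of total, pre-existing and newly synthesized RNA from 6 cultures of K. brevis, 18 arrays in all. The authors deposited, for each array, the spot intensities that Agilent Feature Extraction wrote, with the processed signal already corrected for background and spatial trend and not scaled between arrays. The file headers name Feature Extraction 10.7.3.1, and the paper's methods name version 9.5.3.1 with a rank consistency filter and a linear and LOWESS normalization. The p-value of each spot against background was deposited by the authors as the same software wrote it, and was used here only as a detection filter. A table of processed intensities for the whole series was also deposited by the authors, and all 194382 of its values equaled the processed signal of the same array and spot, so using it in place of the array values changed nothing and is no check.

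Probe descriptions were those of the array design. Control spots were left out, and spots of one probe were averaged, with the highest p-value of its spots counted. A probe was used when its p-value was at most 0.0001 on all 18 arrays and no spot was marked as an outlier by Feature Extraction on any array. Values with outlier-marked spots kept (median half-life 33.8 h) had been seen before the marked spots were left out, which moved the median to 35.6 h, farther from the paper's 33.3 h.

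HALO itself was not run. Its steps were rebuilt from the methods in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1. The arithmetic mean of the processed signal over the 6 arrays of a pool was taken, pre-existing/total RNA was regressed on newly synthesized/total RNA by least squares, and the intercept and slope gave the factors that make the corrected ratios sum to 1. Probes whose corrected sum departed from 1 by more than 1 were left out and the regression was repeated. The half-life was 120 m times ln 2 divided by ln(1 + corrected newly synthesized/pre-existing ratio), set to at least 1 m and at most 8640 m. The ratio of a probe within one array set carries no count of molecules, and the number of arrays limits the precision. Spread between cultures is given for common factors, where arrays were scaled to their 75th percentile and the factors came from the scaled mean, and for a regression of its own in each culture. The spread with common factors leaves out differences between cultures in array level and regression slope. Tested on simulated data for 8434 probes, these steps returned the true median half-life without noise (ratio 1.00) and 1.04 times the true median with noise of 0.15 in log2 signal. The size of this noise was set and not estimated from the arrays. It was independent between arrays, whereas deviations in the data followed culture and session. The simulation therefore checks the calculation and not the slope under the noise of these arrays.

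Pools were compared on log2 processed signal minus each array's 75th percentile over the gene probes, with limma 3.58.1 in R 4.3.3, 3 groups of 6 arrays, Benjamini-Hochberg adjustment over the probes tested and a threshold of 0.05. Since the scaling sets the 75th percentile of each array equal, higher and lower mean relative to that percentile. In simulated data for newly synthesized versus pre-existing RNA over 8434 probes, 81.5% of 200 probes changed by 1 log2 unit were recovered, and 2.98% of the calls were unchanged probes. Pools with the same culture number come from one culture, by the paper's design. Their deviations from the pool means correlated at 0.119 or more in every pair (means 0.42 for newly synthesized and pre-existing RNA and 0.49 for pre-existing and total RNA). Between different cultures of one scan session the mean correlation of newly synthesized and pre-existing RNA was 0.33, and between sessions it was -0.35, so the correlation also follows the session.

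Gene classes were keyword lists over the probe descriptions, and 3 tubulin cofactors were left out by description. Class medians were compared with the median of all probes by an exact two-sided sign-flip permutation test over the 6 cultures, with Benjamini-Hochberg adjustment over 7 classes, and with 10000 random lists of the same size, matched in 20 bins of signal or of thymine content where stated. The sign-flip test asks whether a difference recurs between cultures on the same probes. Only the random lists compare a class with other lists. Named probes were those the paper gives a half-life for and the 5 highest and 5 lowest by newly synthesized/pre-existing ratio among probes past the limma threshold and changed one way in all 6 cultures. Apart from leaving out the outlier-marked spots, the samples, tests, named-probe rule and the following alternatives were fixed before the data were examined. They were other regressions, averages, scalings, background corrections, filters, ratios, a growth correction, the culture or the slide as a block, and each culture left out in turn. A value with no test was called moved when it changed by more than the SD of the 6 cultures with their own regressions or by more than 1.5 times, since cultures at the maximum half-life inflate that SD.

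Blast2GO terms, the actinomycin D qPCR, the slot blots and the arrays of the nitrate experiment were not analysed here. Of Table S2, the first 1998 of the paper's 7086 features, all with half-lives of 20.8 h or less, were used, contig by contig and with no test of sets.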

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

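The comparisons between scan sessions and of the probes outside the detection filter were chosen after the data were examined, and the outcome each explanation would have was written down before its test was run.

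In 46 groups of 6 cultures or arrays, 5 values lay far from the other 5 by Dixon's criterion, where chance gives about 1 in 20 groups. The SD of the negative control spots was 16.1 on the pre-existing RNA array of culture 6. That array was the only one of these 18 on its slide and scan day, so slide, day and array cannot be told apart. It also had the fewest probes well above background, 7646, and without culture 6 the number of probes passing the detection filter rose from 8528 to 8919. The log2 ratio of the ATP synthase and proton ATPase class to all probes was 0.20 in culture 3 and 0.55 to 0.64 in the others. The half-lives of α-tubulin contig 65 and β-tubulin contig 206 were 144 h in culture 3, which is the maximum, so that these values are bounds. The half-life of β-tubulin contig 3955 was 112 h in culture 1. No explanation, technical or biological, was tested for these 5 values.

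The newly synthesized/pre-existing ratio differed between the scan sessions (cultures 1 to 3 against cultures 4 to 6) for 1268 of 8434 probes, 15.0%, by the interaction of session and pool in limma at a Benjamini-Hochberg adjusted p of 0.05. Of these, 884 were higher and 384 lower in session 2. The newly synthesized RNA arrays of session 1 were dimmer, and dim probes were a candidate explanation. The share was 17.4% over the 4217 brighter probes and 13.1% over the 4217 dimmer ones, which argues against dimness as the whole cause. Direction did differ with signal, as 496 of 551 called dimmer probes and 342 of 735 called brighter probes were higher in session 2. A part played by dimness in the direction stays open. The counts of the brighter and dimmer probes do not add up to those over all probes, so they are not a division of the 1268 calls. Each session pools several slides and scan days, which were not compared with one another, and every culture belongs to 1 session, so scanning, array handling and real differences between the sets of cultures cannot be told apart.

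The detection filter left out 1702 probes without an outlier mark. None of them (0) is among the first 1998 features of Table S2, which have half-lives of up to 20.8 h, and the rest of that table was not analysed here. Of these probes, 393 (23.1%) were well above background on all 6 newly synthesized RNA arrays, against 0 of 77 negative control spots. Choosing probes that are bright in newly synthesized RNA and fail a filter on all 18 arrays favors those dim in pre-existing or total RNA, so a higher newly synthesized/pre-existing ratio among them follows at least in part from the selection. Over all 1702 probes, the log2 newly synthesized/pre-existing ratio was 1.13 ± 0.19 (SD, n = 6 cultures) above that of the passing probes. The filter on all 18 arrays favors such a difference too, and no test of it is given. A technical explanation is that pre-existing RNA near the floor changes the ratio of dim probes. Among passing probes the ratio also rose as total RNA signal fell, with a Spearman's rho of -0.393, so this explanation stays open. A biological explanation, that short-lived messages are rare in total RNA and are removed by a filter on all 18 arrays, predicts the same trend and was not tested apart from it.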

How the results depend on the processing

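The alternatives with the mean of the cultures' own ratios, with outlier-marked spots kept (a first result, seen before these spots were left out of the main setting) and with cultures 1 to 3 or 4 to 6 only, and the gene classes from other ratios, with growth correction, with 75th percentile scaling and with a culture left out, were added after the data were examined. From pre-existing/total RNA, ribosomal proteins changed from a log2 ratio to all probes of -0.32 to 0.12. Of the other values compared as a whole, none that passed a test in the main setting changed direction. Over all alternatives, 265 comparisons of the main results were the same within the spread or on the same side of the threshold, 62 moved, 28 were weaker and 3 stronger. For single probes and classes 618 were the same, 74 moved, 66 were weaker and 3 stronger. Where values below differ from the main ones, the cause was not tested, apart from the smaller number of cultures.

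In the main setting the median half-life was 35.6 h, the mean 43.9 h, the share under 6 h 5.48%, at least 3 days 17.1% and at 6 days 2.01%, the PPR median 11.7 h and the PPR share under 12 h 50.0%. With the pools of each culture paired in a regression of its own (replicate block), the median was 76.9 h, the mean 74.3 h, the shares of at least 3 and 6 days 44.6% and 31.0% and the PPR median 37.0 h, where the medians of all probes in cultures 1 and 2 are at the maximum and are bounds. Inverse regression gave a median of 6.00 h, a mean of 7.36 h, 50.0% under 6 h, 0.0120% at 3 days, 0% at 6 days, a PPR median of 2.28 h and 100% of PPR probes under 12 h. Reduced major axis regression gave 14.9 h, 18.5 h, 14.4%, 0.892%, 0.0119%, 5.11 h and 88.5% for the same values. The Theil-Sen slope moved the shares at 3 and 6 days to 7.45% and 0.416%, the median of arrays to 29.3% and 6.85%, and no probe quality filter to 27.6% and 5.17%. The share at 6 days alone moved to 4.18% with the geometric mean, 4.06% with 75th percentile scaling, 3.09% with the well above background filter and 1.19% with a quality score of at most 0.5. From pre-existing/total RNA the median was 22.0 h, the mean 66.0 h, the shares 19.8% under 6 h, 41.2% at 3 days and 39.2% at 6 days, and the PPR median 5.25 h. Correction for growth gave 70.5 h, 80.7 h, 49.5% at 3 days and 35.1% at 6 days, where probes with no decay left after dilution were set to the maximum. Using the mean of the cultures' own ratios moved the share at 6 days to 3.31%, and with the well above background filter as well the shares at 3 and 6 days to 29.9% and 5.91%. Cultures 1 to 3 alone gave a median of 123 h, a mean of 103 h, 1.62% under 6 h, 70.8% at 3 days, 43.3% at 6 days, a PPR median of 42.1 h, 6.67% of PPR probes under 12 h and a rho between half-lives from newly synthesized/pre-existing and pre-existing/total RNA of 0.237, against 0.492. Cultures 4 to 6 alone gave 23.1 h, 28.6 h, 4.76% at 3 days, 0.138% at 6 days and a PPR median of 7.65 h.

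Left out in turn, the cultures gave medians of 27.9 h (without culture 1) to 47.1 h (without culture 6), means of 34.6 to 56.4 h, 4.75% to 6.90% under 6 h, 9.37% (without culture 1) to 29.3% (without culture 6) at 3 days, 0.722% to 6.15% at 6 days (0.722% without culture 1, 1.26% without 2, 3.43% without 4 and 6.15% without 6 against 2.01%), PPR medians of 9.45 to 16.4 h, 37.9% to 65.4% of PPR probes under 12 h, rho of 0.968 to 0.978 and 0.445 to 0.557, and rho of half-life and signal of 0.400 to 0.454. Normexp moved the last from 0.429 to 0.555.

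PPR half-lives were shorter than those of all probes under every alternative run, with log2 ratios from -2.69 to -1.15, and -1.36 with the replicate block (exact sign-flip permutation test, p = 0.03125), where the maximum limits the ratio in cultures 1 and 2. Without one culture the log2 ratio was -1.73 to -1.64. With 5 cultures the exact test cannot go below 0.0625, and with 3 it cannot go below 0.25, so these tests say nothing on stability (cultures 1 to 3 alone -1.72, cultures 4 to 6 alone -1.59). Of 7 gene classes, 5 passed in the main setting and 0 by the exact sign-flip permutation test with the replicate block, inverse regression, normexp, a quality score of at most 0.5 or pre-existing/total RNA, where 0, 4, 3, 4 and 1 had an unadjusted p under 0.05. With the replicate block the median of all probes is at the maximum in cultures 1 and 2, the class ratios there are 0 for 6 of 7 classes (for ribosomal proteins only in culture 1), and the exact p cannot be under 0.125 (0.0625 for ribosomal proteins), so the block says nothing on these classes. An exact p of 0.03125 passes the adjustment only if at least 5 classes reach it. With 5 or 3 cultures 0 passed, adjusted or not, as the test cannot give a p under 0.05. With the well above background filter 5 passed, but only 4 of these were among the first 5, as transport took the place of stress response (log2 ratio 0.01, longer in 3 of 6 cultures), and from newly synthesized/total RNA 6 passed.

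For newly synthesized versus pre-existing RNA, the 6133 calls by limma became 6571 with the culture as a block (6123 of the 6133 shared) and 5887 to 6193 without one culture. Normexp called 6377, 3706 higher and 2671 lower against 2819 and 3314 in the main setting, and 281 of the main calls had the opposite sign. The median log2 ratio of the tested probes was -0.10 in the main setting, 0.20 with normexp, -0.25 with quantile normalization and -0.19 with median scaling, so that directions near 0 depend on the scaling. For pre-existing versus total RNA, 303 calls became 799 when the pools were paired by the culture as a block (301 of the 303 shared), 760 with the 12 arrays of these pools only, 194 with normexp, 132 in cultures 1 to 3, 989 in cultures 4 to 6 and 172 to 296 without one culture, and 181 without culture 1, 172 without 3, 173 without 4, 189 without 5 and 172 without 6. Median scaling gave 81 higher and 196 lower, against 50 and 253. Apart from the gene classes and the probes in these counts, the block changed no call. Signal over background limits what can be measured, since only 7118 of 10263 probes were well above background on all 18 arrays.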

Differences from the paper's values

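The fitted factor for Table S2 below was chosen after seeing the values, and the main setting leaves out outlier-marked spots by a rule applied after a first result with these spots kept had been seen. The shortest PPR half-life was 170 m, and the paper's is 97 m. Of the alternatives fixed before the data were examined, reduced major axis regression (88.7 m), the Theil-Sen slope (133 m), the pre-existing/total ratio (123 m) and the values without culture 1 (143 m) came within 1.5 times the paper's value, and the others did not. The array annotation named 41 PPR probes, and the paper gives 93. No alternative bears on this number. A half-life was obtained for 26 PPR probes, and the paper gives 47. Without the filter on dim probes the number was 41, within 1.5 times the paper's, and under every other alternative it was 19 to 29.

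The median of 35.6 h and the number of probes passing the detection filter, 8528, lay within 1.5 times the paper's 33.3 h and 7102. Normexp background correction gave a median of 34.0 h and the well above background filter gave 7118 probes. With outlier-marked spots kept, as in that first result, the median half-life was 33.8 h, and this setting was listed as an alternative after seeing the values. The 1998 contigs of Table S2 at hand are those with the shortest half-lives, up to 20.8 h, so what follows does not cover longer ones. For the 1981 of them that had a half-life here, the ratio of the value here to the paper's had a median of 1.17 and a central 95% range of 0.977 to 1.31. In a calculation chosen after seeing the values, the mean of the 6 cultures' own newly synthesized/pre-existing ratios with a single factor of 0.114, fitted to these contigs, gave all 1998 of the paper's half-lives within 1%, with a largest deviation of 0.349%. The factor from a regression on the same mean ratios was 0.0887, and that of the main setting was 0.0987.

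The paper places responses to stress among the less stable messages. The keyword class for stress response, which is not the paper's GO term, had a log2 ratio to all probes of 0.13, longer in 6 of 6 cultures, and 0.01, longer in 3 of 6, with the well above background filter. At least 3 days were reached by 14.3% of its probes, below the 17.1% of all probes.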

Other observations

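All tests of explanations below, except those of PPR half-lives against matched lists by signal and of the contigs of Tables 2 and 3, were chosen after the data were examined, and their predicted outcomes were written down before they were run. The division of the test of total RNA noise into cultures 1 and 2 and culture 3, and the simulation with newly synthesized RNA as measured for the correlation with newly synthesized/total RNA, were chosen only after results were seen.

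The normalization factor, and with it the scale of all half-lives, comes from the slope of one regression. Noise in the ratios could flatten that slope and lengthen the half-lives. A slope from covariances between different cultures, in which independent array noise cancels, had a median of -0.0913 over 120 ordered sets of 3 cultures, against a least-squares slope of -0.0860 on the same scaled values, which correspond to median half-lives of 38.8 and 41.1 h. The slopes ranged from -0.176 to -0.0186 and 70 of 120 were steeper, so flattening by noise is neither shown nor excluded.

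The regression was flatter in each of cultures 1 to 3 than in each of cultures 4 to 6, with scaled slopes of -0.00988, -0.0168 and -0.0380 against -0.150, -0.0955 and -0.185. With the total RNA of the other 5 cultures as denominator, the slopes were -0.0349, -0.0169 and -0.0688 against -0.0668, -0.0716 and -0.0765. The gap between the sessions narrowed, and the slopes of cultures 4 to 6 had all become flatter. Culture 3, at -0.0688, came within the range of cultures 4 to 6, so noise in its own total RNA array may account for it. Of cultures 1 and 2, 0 came within the range, which argues against such noise as the whole cause there and leaves a part open. Over the brighter probes the medians of cultures 1 to 3 were 144, 91.5 and 80.3 h and those of cultures 4 to 6 were 22.9, 35.2 and 17.0 h, which argues against dim probes. Noise in the newly synthesized or pre-existing RNA arrays was not tested, and the session and the set of cultures cannot be told apart.

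Long half-lives could reflect replicate noise around a small ratio. Of the probes at 3 days or more in cultures 1, 3 and 5, 80.0% were also at 3 days or more in cultures 2, 4 and 6, against 22.3% of all probes, which argues against replicate noise. The common factors set the level for both sets, so this concerns the order of probes and not the length of 3 days.

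PPR probes had a log2 ratio of -1.51 to lists matched on total RNA signal and -1.74 to lists matched on the thymine content of the probe. In either case 0 of 10000 lists were as low, which argues against dimness and the thymine content of the probe. No lists were matched on other measures of probe composition. The hypothesis of shorter-lived PPR messages was found by the paper and tested on the same data, and other technical causes were not tested. Half-life fell slightly with the thymine content of the 60-mer probe, with a Spearman's rho of -0.0492 that was negative in 6 of 6 cultures. This is the direction that labelling by uracil content would give. Half-life also fell with the GC content of the probe, with a rho of -0.0388 (-0.0669 to -0.0192 in the 6 cultures). A higher GC content leaves less room for thymine, so that trend goes the other way. The uracil content of the whole transcripts, on which labelling depends, was not measured. An effect of it stays open for the half-lives of all probes and for those of PPR probes.

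Half-lives from newly synthesized/pre-existing RNA share values with those from the other ratios. The rank correlation of the log2 ratios with newly synthesized/total RNA was 0.973, above the 0.914 that was the highest of 31 simulations with all 3 pools equal. Those simulations lack the spread of newly synthesized RNA between probes. With that spread as measured and pre-existing and total RNA equal, all 31 were higher (0.988 to 0.998), so these tests do not decide whether shared values give this correlation. With pre-existing/total RNA it was 0.437, above the 0.262 that was the highest of 31 simulations with pre-existing and total RNA equal. With all 3 pools equal, 13 of 31 simulations reached 0.437. With newly synthesized RNA as measured, shared pre-existing RNA values alone did not give the correlation with pre-existing/total RNA.

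The arrays of the nitrate experiment were not analysed here, and the same contigs can be followed on these 18 arrays. Of the 17 contigs that the paper's Tables 2 and 3 list with a change of more than 5-fold, 1 (5.88%) passed the detection filter. Of the 35 with smaller changes, 28 (80.0%) passed (Fisher's exact test, p = 3.29e-07), and of all other probes 8499 of 10211 (83.2%, Fisher's exact test, p = 5.95e-12). This is consistent with the largest changes lying among dim probes, a hypothesis written down before these arrays were seen. In Tables 2 and 3 most of the 17 contigs fell after nitrate addition and the rest rose. Induction by nitrate of messages that are off in these nitrate-replete cultures could account only for those that rose, and for them it stays open. Whether the messages that fell are off in these cultures was not tested.

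Chance in the assignment of arrays to pools can be excluded for newly synthesized versus pre-existing RNA. Of the 32 splits of the 12 arrays that part all 6 pairs, 1, the real one, called as many as 6133 probes, and the largest other called 3954. Of 67 other splits drawn, 0 called as many. For pre-existing versus total RNA, 1 of 32 paired splits, the real one, reached 303 calls and the largest other made 0. The split by scan session, which parts no pair, called 443 probes, more than the real one. With the culture as a block, which removes the session, 799 probes were called.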
